# Zinc is a critical regulator of placental morphogenesis and maternal hemodynamics during pregnancy in mice

**DOI:** 10.1038/s41598-017-15085-2

**Published:** 2017-11-09

**Authors:** Rebecca L. Wilson, Shalem Y. Leemaqz, Zona Goh, Dale McAninch, Tanja Jankovic-Karasoulos, Gabriela E. Leghi, Jessica A. Phillips, Katrina Mirabito Colafella, Cuong Tran, Sean O’Leary, Sam Buckberry, Stephen Pederson, Sarah A. Robertson, Tina Bianco-Miotto, Claire T. Roberts

## Abstract

Zinc is an essential micronutrient in pregnancy and zinc deficiency impairs fetal growth. We used a mouse model of moderate zinc deficiency to investigate the physiological mechanisms by which zinc is important to placental morphogenesis and the maternal blood pressure changes during pregnancy. A 26% reduction in circulating zinc (P = 0.005) was exhibited in mice fed a moderately zinc-deficient diet. Zinc deficiency in pregnancy resulted in an 8% reduction in both near term fetal and placental weights (both P < 0.0001) indicative of disrupted placental development and function. Detailed morphological analysis confirmed changes to the placental labyrinth microstructure. Continuous monitoring of maternal mean arterial pressure (MAP) revealed a late gestation decrease in the zinc-deficient dams. Differential expression of a number of regulatory genes within maternal kidneys supported observations on MAP changes in gestation. Increased MAP late in gestation is required to maintain perfusion of multiple placentas within rodent pregnancies. Decreased MAP within the zinc-deficient dams implies reduced blood flow and nutrient delivery to the placenta. These findings show that adequate zinc status is required for correct placental morphogenesis and appropriate maternal blood pressure adaptations to pregnancy. We conclude that insufficient maternal zinc intake from before and during pregnancy is likely to impact *in utero* programming of offspring growth and development largely through effects to the placenta and maternal cardiovascular system.

## Introduction

During pregnancy, the placental vasculature provides the interface between the fetus and the mother for exchange of nutrients and wastes. Adequate placental function underpins normal fetal development^1^. Defects in placental development and function are implicated in a number of clinical pregnancy complications. These include preeclampsia (PE)^2^, a common hypertensive disorder of pregnancy^3^ and fetal growth restriction (FGR)^4–7^, defined as birth weight, adjusted for gestational age, of ≤5^th^ percentile^3^. Together these conditions pose a lifelong risk of morbidity and mortality for both the mother and infant. Increased placental oxidative stress is hypothesised to be an underlying cause of pathogenesis in pregnancies complicated by PE and FGR^8^. While the precise mechanisms remain unclear, it is highly likely that micronutrient deficiencies play a pivotal role.

Zinc is extremely important during the accelerated fetal growth phase characteristic of late gestation. It is an essential element in more than 1000 proteins required for biological functions including antioxidant defence, cell signalling and gene expression^9–12^. In development, zinc is not only important for the action of transcription factors and the enzymes which catalyse the synthesis of DNA and RNA, but also as a component of the accessory proteins that regulate the activation of key development genes^13^. Increased fetal loss and high rates of congenital malformations in several organs of surviving fetuses are characteristics of severe zinc deficiency in pregnancy^14,15^. Compromised DNA integrity and increased oxidative stress are likely drivers of impaired tissue and physiological function when zinc intake is insufficient, since zinc is an essential component of copper-zinc superoxide dismutase (Cu/Zn-SOD)^16^, and DNA-repair mechanisms such as p53^17,18^.

In rodents, maternal zinc deficiency consistently causes reduced fetal growth evident from mid-gestation to near term^19–23^. The mechanisms by which placental development and function contributes to impaired fetal growth in these models is largely unknown. Maternal hemodynamic adaptations to pregnancy are essential for optimal placental development and function, since adequate blood flow to the placenta underpins normal fetal growth^24^. Reduced uterine blood flow to the placenta not only constrains delivery of nutrients to the fetus and increases fetal hypoxia but also has implications for production of factors which modulate placental vascular growth^25^. We hypothesised that reduced fetal growth associated with maternal zinc deficiency is modulated by altered placental development and function and aimed to characterise the effect of moderate maternal zinc deficiency on placental morphogenesis and maternal cardiovascular adaptations to pregnancy, in particular maternal blood pressure.

## Results

### Moderate Dietary Zinc Restriction Reduces Circulating Zinc and Liver Metallothionein Concentrations

To confirm that moderate dietary zinc restriction reduced maternal zinc status in C57BL/6 J female mice fed a zinc-deficient diet (containing 10 mg/kg zinc) compared to a zinc-replete diet (containing 40 mg/kg zinc), we analysed maternal plasma zinc concentrations, liver metallothionein expression and placental and fetal zinc content. At gestational day (GD) 18.5, there was a 26% decrease in circulating zinc in the zinc-deficient dams when compared to the zinc-replete dams (Fig. 1a; *P* = 0.005) and long term zinc status, as measured by liver metallothionein, was also reduced by 19% (Fig. 1b; *P* < 0.0001). There was no difference in maternal food consumption across the experimental period (mean 7 day food consumption per cage containing 4 mice (SEM) deficient: 92.4 (1.29) vs. replete: 90.6 (1.86) g; *P = *0.45), confirming reduced zinc status was not a consequence of anorexia. Placental zinc concentrations remained similar between the two diet groups (Fig. 1c; *P* = 0.59) and there was a trend for an increase in zinc concentrations in fetuses from the zinc-deficient dams (Fig. 1d; *P* = 0.08), suggesting active mechanisms for sequestering zinc into gestational tissues. Circulating levels of phosphorus, sulphur and potassium were slightly higher in the zinc-deficient dams (Supplementary Table S1) but was likely due to minor differences in the diet compositions (Supplementary Table S2) and these nutrients did not differ in placental or fetal tissues (Supplementary Table S1).

**Figure 1:**
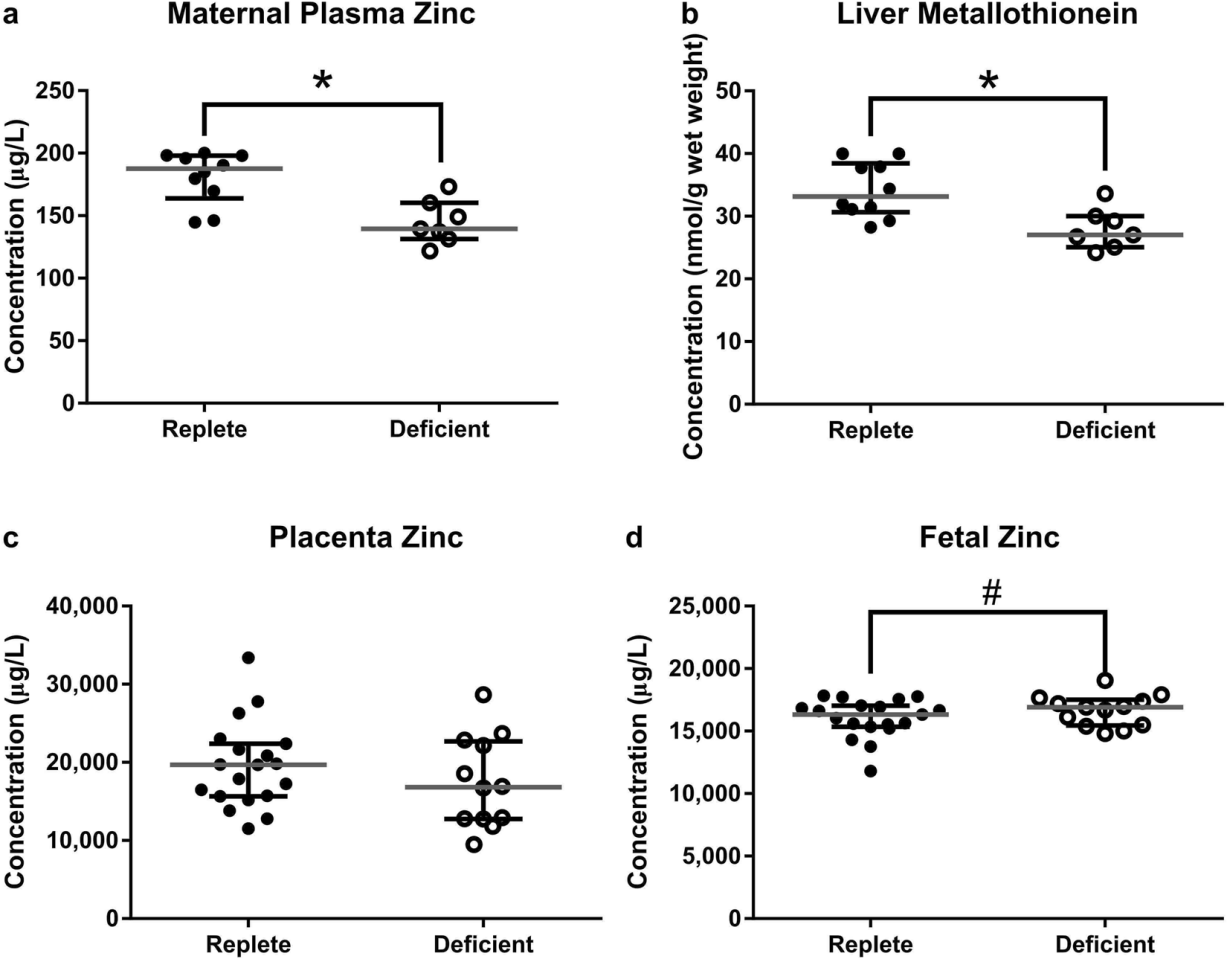
Lower zinc in the diets of the zinc-deficient mice reduced both short-term and long-term zinc stores. At GD18.5, a reduction in circulating zinc levels (**a**) as well as liver metallothionein (**b**) was observed in the zinc-deficient dams. Placental tissue zinc however remained similar between the two diet groups (**c**) and there was a trend for an increase in zinc content of fetuses from zinc-deficient dams (**d**). Data are median and interquartile range (n = 10 zinc-replete and 7 zinc-deficient [a & b] and n = 19 zinc-replete and 13 zinc-deficient [c & d]). Statistical significance was determined using Mann-Whitney Test on data based on an average litter size of 7.00. *P < 0.05, ^#^ *P* = 0.08.

### Moderate Maternal Zinc Deficiency Impairs Fetal Growth

To investigate the impact of zinc deficiency during pregnancy on placental development, we first compared reproductive outcomes in zinc-deficient and zinc-replete dams. At GD0.5 the zinc-deficient dams did not differ in weight compared to the zinc-replete dams (Fig. 2a; *P* = 0.24). However, at GD18.5 (24 hours before birth) they were 3% lighter compared to the zinc-replete (Fig. 2b; *P* = 0.044). The proportion of mated mice exhibiting viable pregnancies in late gestation was not different (data not shown), and litter size was not significantly different between the two diet groups (median [IQR] zinc-deficient: 7 [5, 8] vs. zinc-replete: 8 [6, 8.75]; *P* = 0.36), indicating no impact on fertility or fecundity. The lighter maternal body weight in the zinc-deficient dams was largely accounted for by an 8% reduction in both fetal and placental weights (Fig. 2c,d; both *P* < 0.0001) as maternal carcass weight (maternal weight minus fetal and placental weights combined) did not differ between the two diet groups (Fig. 2e; *P* = 0.24). The fetal-placental weight ratio did not significantly differ (Fig. 2f; *P* = 0.21), indicating similar nutrient transport efficiencies between the placentas. The importance of zinc to growth and development was highlighted in the postnatal phase, with pups from the zinc-deficient mothers 32% lighter at weaning compared to pups born to control dams (Supplementary Fig. S1). Survival rates to weaning were similar regardless of zinc status (survival at weaning; zinc-deficient: 30 out of 40 (75%) vs. zinc-replete: 20 out of 27 (74%); χ^2^ analysis; *P* = 1).

**Figure 2:**
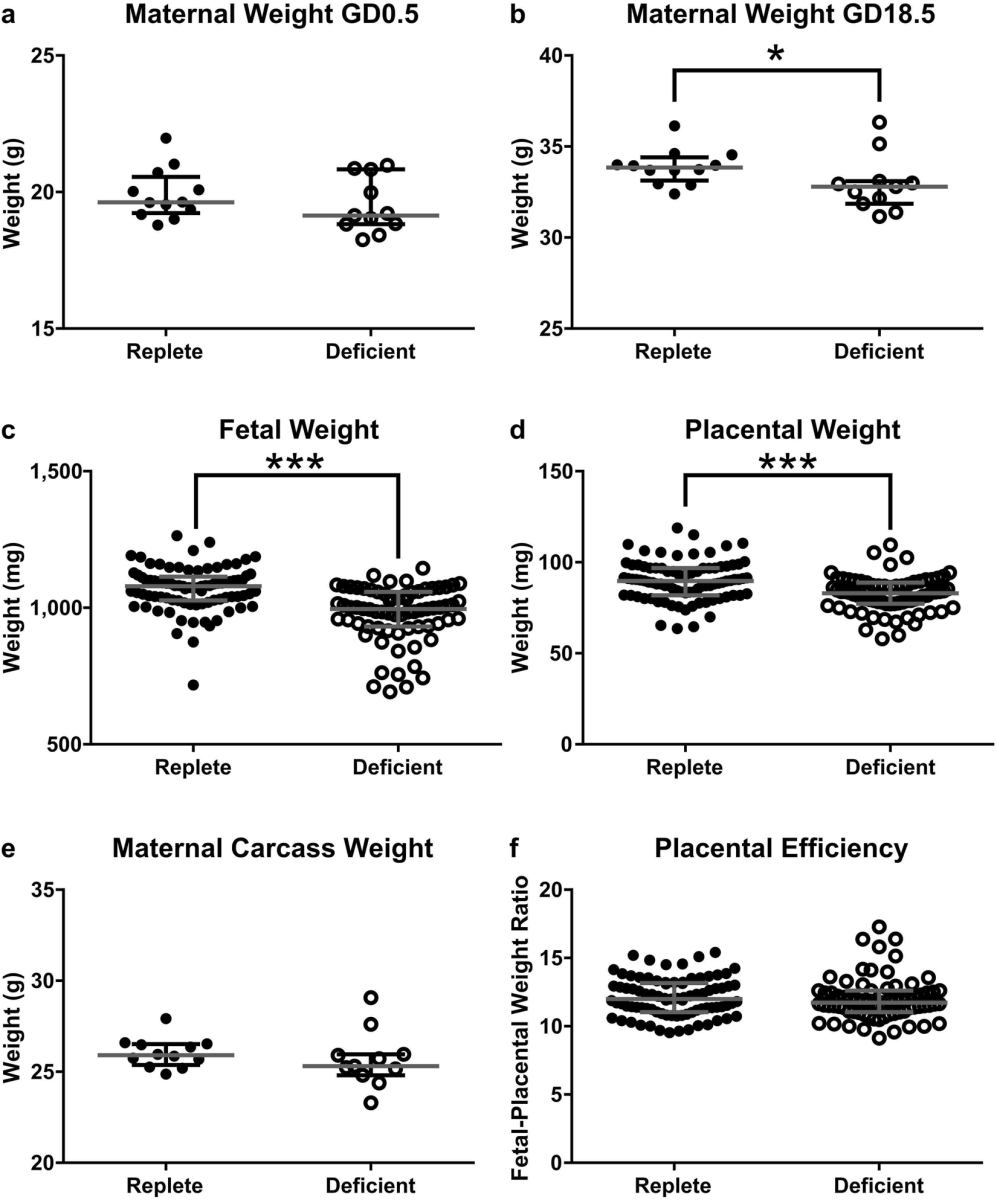
Maternal zinc deficiency altered reproductive outcome, measured at GD18.5. No significant difference in maternal weight was observed between the zinc-replete and zinc-deficient dams at mating (**a**). At GD18.5, maternal weight of the zinc-deficient dams was reduced compared to the replete (**b**). This was largely due to a decrease in both fetal (**c**) and placental (**d**) weight as maternal carcass weight (**e**) was not significantly different. Placental efficiency, measured by the fetal-placental weight ratio was not different between the two diet groups (**f**). Data are median and interquartile range (n = 12 zinc-replete and 11 zinc-deficient). Statistical significance was determined using Mann-Whitney Test on data based on an average litter size of 7.00. *P < 0.05, ***P < 0.001.

### Effect of Maternal Zinc Deficiency on Placental Morphology

Having confirmed that moderate zinc deficiency in pregnancy resulted in reduced placental weight, we analysed placental morphology at GD18.5 as FGR is often associated with poor placental morphogenesis, and underpins future placental function^26^. Total placental mid-sagittal cross sectional area was not significantly different between the two diet groups despite a reduction in placental weight (median [IQR], deficient: 7.17 [5.88, 7.35] vs. replete: 6.71 [6.18, 7.01] mm^2^; *P* = 0.21). Furthermore, there was no difference in the mid-sagittal cross sectional area of the labyrinth zone; the region responsible for nutrient and waste exchange (Fig. 3a; *P* = 0.69), despite an 8% reduction in labyrinth zone weight in placentas from zinc-deficient dams (Fig. 3b, *P* = 0.012). This implied a disproportionate shift in placental architecture, as commonly occurs in an adaptive response to nutritional perturbation^27^, and was supported by detailed immunohistochemical (IHC) analysis. There are three main compartments which comprise the labyrinth zone; the fetal capillaries (FC: fetal circulation), maternal blood space (MBS: maternal circulation) and the trophoblasts which act as a barrier between the FC and MBS, to coordinate nutrient and waste exchange (Fig. 3c). In the placentas of zinc-deficient dams, both trophoblast volume and trophoblast barrier thickness were reduced by 16% (Fig. 3d,e; *P* = 0.007 and *P* = 0.016, respectively) there was a 17% increase in the volume density of FC (Fig. 3f; *P* = 0.02) and 10% increase in surface area density (Fig. 3g; *P* = 0.028) compared to placentas from zinc-replete dams. Together these results indicate a compensatory mechanism in the zinc-deficient placentas that nevertheless was unable to rescue fetal growth.

**Figure 3:**
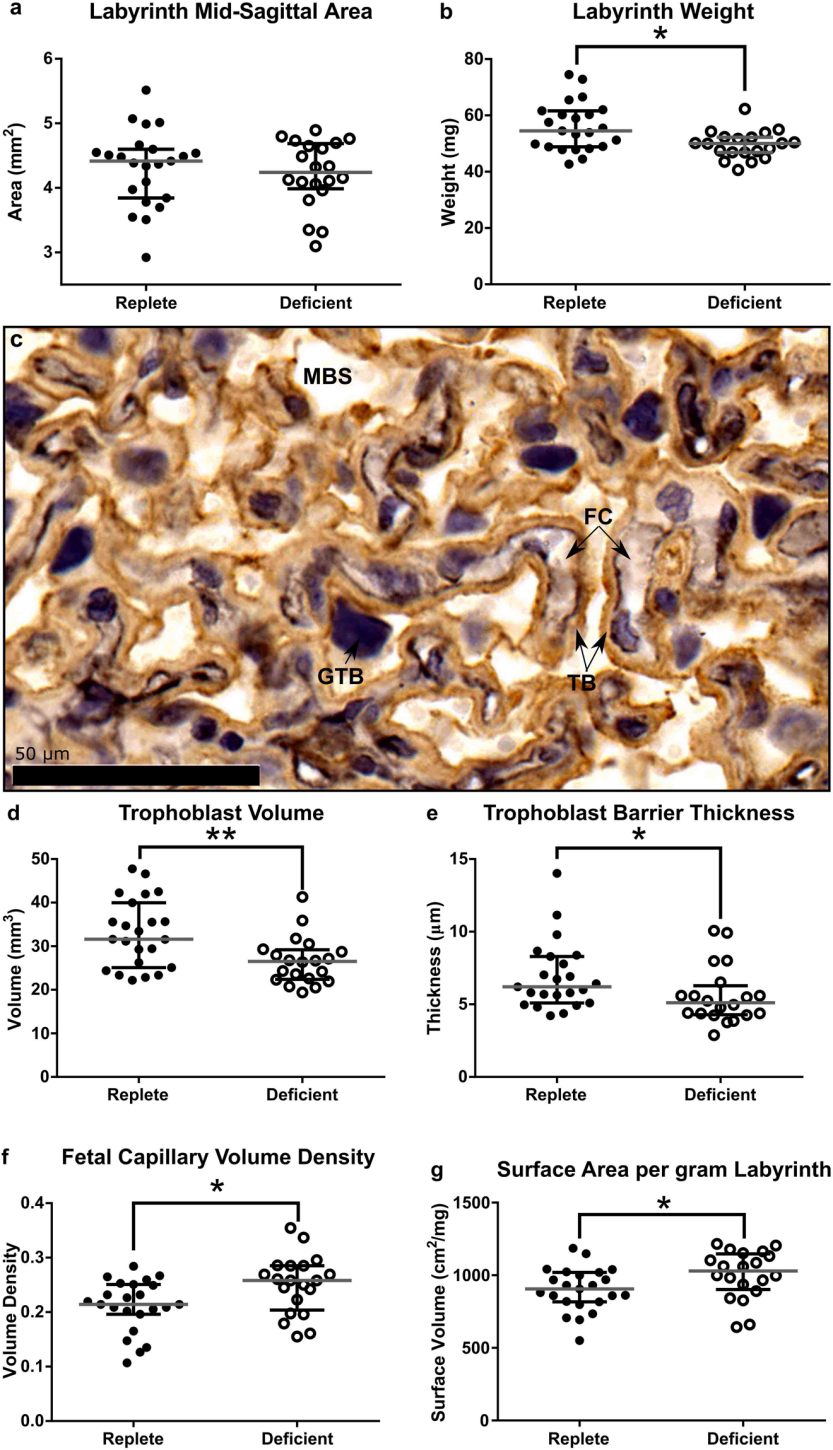
Maternal zinc deficiency during pregnancy resulted in changes to the placental architecture likely to affect fetal growth. Despite no significant different in the labyrinth zone mid-sagittal cross sectional area (**a**), labyrinth zone weight was reduced in the zinc-deficient placentas at GD18.5 (**b**). Double labelling immunohistochemistry was used to identify the fetal capillaries (FC), trophoblasts (TB) and maternal blood space (MBS) within the labyrinth zone (**c**). Analysis revealed decreases in the trophoblast volume (**d**) as well as trophoblast barrier thickness (**e**) in the placentas from zinc-deficient dams. An increase in fetal capillary volume density (**f**) and surface volume (**g**) was also found. Data are median and interquartile range (n = 23 and 21 placentas from 12 zinc-replete and 11 zinc-deficient dams, respectively). Statistical significance was determined using Mann-Whitney Test on data based on an average litter size of 7.00. *P < 0.05, **P < 0.01. GTB: giant trophoblast cells.

### Placental Iron Transport is Reduced by Zinc Deficiency

Zinc is extremely important in regulating the expression of a number of development genes crucial for fetal growth^13^. Conservation of zinc within the placentas and fetuses of the zinc-deficient dams suggested reduced zinc in the gestational tissues was not driving the reduction in fetal growth. A microarray analysis was used to identify pathways within the placenta that may be disrupted by maternal zinc deficiency however, only eight genes were identified to be potentially differentially expressed (Supplementary Table S3). 

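Gene expression was measured in 31 placentas at GD18.5 on Affymetrix Mouse Gene 2.1 ST arrays. On these, labelled material made from placental RNA binds to probes for known mouse genes, and the brightness of each probe set is read as the level of its transcript. Of the 31 placentas, 19 came from 10 zinc-replete dams, fed 40 mg/kg zinc, and 12 came from 7 zinc-deficient dams, fed 10 mg/kg zinc. There were 14 dams with 2 placentas on the arrays and 3 dams with 1. 1 placenta of zinc-replete dam 1 was hybridised to 2 arrays, so that 32 arrays were available, and the mean of its 2 arrays was used as 1 sample. The deposited values are the authors' log2 intensities after RMA background correction and quantile normalisation, with 25278 rows named by Ensembl gene IDs and values from 0.47 to 13.58. The median of an array lay between 6.15 and 6.31 in the zinc-replete group and between 6.18 and 6.42 in the zinc-deficient group, with a median of 6.23 over all arrays. Scanner files were not used here, so the log base rests on the methods and on the range of the values. Diet groups were compared row by row with limma, with the dam as a random block because the diet was given to the dam, and p-values were adjusted by the Benjamini-Hochberg method over all rows. The files do not pair the row IDs with gene names, and 0 of the 25278 IDs were found in the reference table of mouse genes used here, so rows are given by their IDs. The gene lists fixed in advance could therefore not be tested. Fetal sex was not modelled, since the labels do not give it for each placenta. The number of arrays limits the precision of each value.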

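No row of the placental arrays passed an adjusted p of 0.05 from limma between zinc-deficient and zinc-replete dams, and 0 rows passed an adjusted p of 0.3. The smallest p, with the higher mean in zinc-deficient placentas, belonged to ENSMUSG00000022797_at. ENSMUSG00000035399_at had a log2 value of 5.18 ± 0.53 (SD, n = 19 placentas) on the zinc-replete diet and 4.13 ± 0.77 (SD, n = 12) on the zinc-deficient diet. Its log2 difference of -1.05 (standard error 0.23) had an adjusted p of 0.533. ENSMUSG00000036169_at had a log2 difference of 0.43 (standard error 0.10) with the same adjusted p, from 5.68 ± 0.29 in zinc-replete to 6.12 ± 0.21 in zinc-deficient placentas (SD). ENSMUSG00000034813_at had a log2 difference of -0.33 (standard error 0.08, adjusted p = 0.957 from limma). These 4 rows had the smallest p in each direction, 2 higher and 2 lower, and none passed the test. Over all rows, the median size of the log2 difference was 0.08, 99% of rows lay below 0.65, and the largest was 1.60, which is 3.04-fold and had an unadjusted p of 0.016. An unadjusted limma p under 0.05 was found for 1120 rows, or 4.43%, where chance gives 5%. Of these, 728 were higher and 392 lower in zinc-deficient placentas, whereas 479 were higher and 656 lower when the median of each array was subtracted first. In data simulated with the same spread over 25278 rows, the same comparison recovered 58% of 100 rows changed by 0.5 and 81% of 100 rows changed by 1 on the log2 scale. The simulated values were drawn independently, without an effect of the dam, and 200 rows were changed in all. The share recovered depends on the number of changed rows, so it does not give the power to find only a few.

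**Figure D1:**
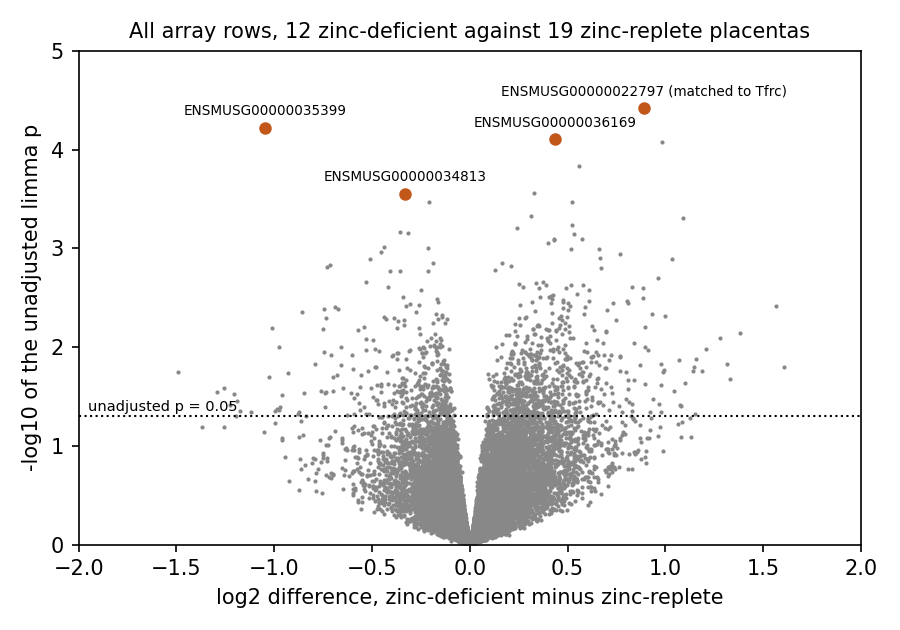
Each point is 1 of 25278 array rows. The horizontal axis gives the log2 difference, zinc-deficient minus zinc-replete, and the vertical axis the negative log10 of the unadjusted limma p. The dotted line marks an unadjusted p of 0.05, and the orange points are the 4 rows with the smallest p in each direction, none of which passed the adjusted threshold.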

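*Tfrc* encodes transferrin receptor, through which cells take up iron bound to transferrin. Its row on the arrays was found by its values, because no table used here names the rows. Of 25278 rows, 1 had the medians and the lowest and highest placentas of both diet groups at the levels that Fig. 4a plots for *Tfrc*, within 0.25 or 0.5 on the log2 scale. This row, ENSMUSG00000022797_at, also had the smallest p of all rows from limma with the dam as a block, as *Tfrc* has in Table S3. With dam means it ranked 16. The small p is not separate support for the name, because the matched levels already set the diet groups apart. The name is thus a match of values and not an annotation. Medians read by eye from Fig. 4a were 9.4 in zinc-replete and 10.0 in zinc-deficient placentas. The zinc-deficient median of the row met only the wider limit. The median log2 value of this row was 10.32 in the 12 zinc-deficient placentas (interquartile range 10.22 to 10.48) and 9.34 in the 19 zinc-replete placentas (interquartile range 8.94 to 10.03). Means were 10.32 ± 0.20 (SD, n = 12) and 9.43 ± 0.64 (SD, n = 19). The log2 difference was 0.89 (standard error 0.19), which is 1.85-fold on the linear scale. limma with the dam as a block gave p = 3.74e-05 for this row, and an adjusted p of 0.533 over all rows. The block used 1 correlation for all rows, estimated at -0.0056. This p therefore takes almost no account of likeness within dams in this row. limma on dam means gave p = 0.000761 (adjusted p = 0.994). With 1 mean per dam, the difference was 0.90, and a two-sided exact permutation test over 19448 splits of the 17 dams gave p = 0.00309. A two-sided Mann-Whitney test over placentas, by 100000 permutations, gave p = 0.00019, without taking account of placentas that share a dam. These single-row p-values are not adjusted, and the row was itself found through the levels of the diet groups. Without zinc-replete dam 1 the adjusted p was 0.0788, the lowest with any dam left out.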

An 8.5-fold increase in the expression of *Transferrin Receptor* (*Tfrc*) in placentas from zinc-deficient dams was identified (Fig. 4a and Supplementary Table S3) and qPCR validation in an independent cohort of placentas confirmed an increase in gene expression (Fig. 4b; *P* < 0.0001). Furthermore, there was a 36% increase in the expression of *Tfrc* in maternal kidney tissue from the same cohort of mice (Fig. 4c; *P* = 0.019). IHC staining showed Tfrc protein localised to the apical surface of the trophoblast cells within the placental labyrinth (Fig. 4d) and Western blot analysis confirmed a 32% increase in protein expression in zinc-deficient placentas compared to zinc-replete (Fig. 4e and f; *P* = 0.022). Increased *Tfrc* expression was most likely a response to decreased placental and fetal iron concentration in the tissues from zinc-deficient dams (Supplementary Table S1). A 24% (*P* = 0.048) and 20% (*P* = 0.001) decrease in the zinc-deficient dams in placental and fetal iron, respectively, indicated disruption to placental iron transport despite maternal circulating iron remaining similar between the two diet groups (Table S1; *P* = 0.42). These data suggest a possible perturbation in the expression of Transferrin (Trf) protein which binds Tfrc to move predominantly iron into cells. However, using qPCR, we did not observe differential expression of *Trf* in either placentas or kidneys between the two diet groups (Fig. 4g and h; *P* = 0.12 and *P* = 0.82, respectively).

**Figure 4:**
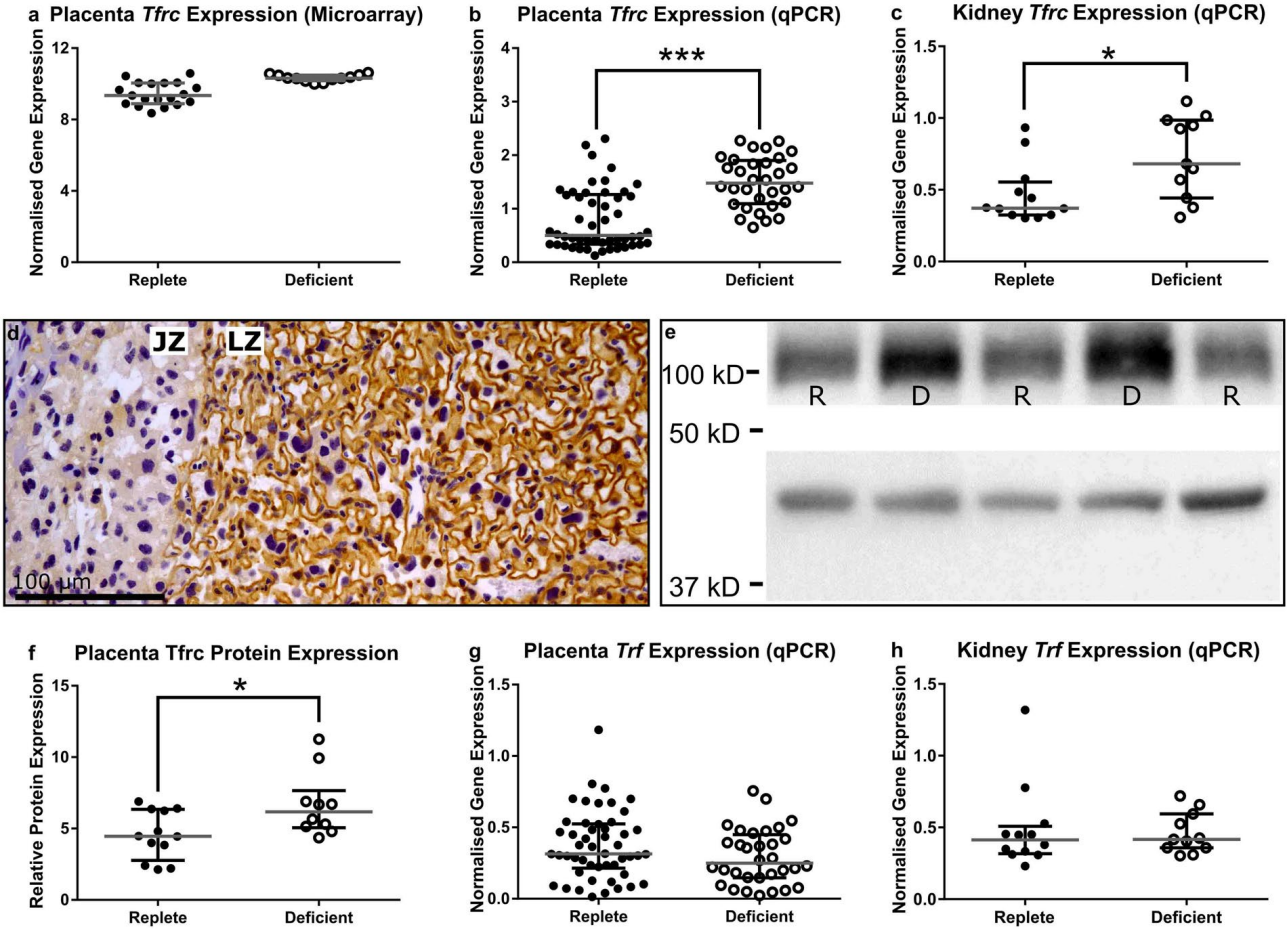
Microarray analysis revealed an 8.5-fold increase in gene expression of transferrin receptor (*Tfrc*) in the placentas of the zinc-deficient dams (**a**). This increase was validated and confirmed in an independent cohort of placental samples using qPCR (**b**). qPCR was also used to measure *Tfrc* expression within kidney tissue at GD18.5 and was also increased in tissue collected from zinc-deficient dams (**c**). Immunohistochemical analysis of Tfrc protein showed localisation to the apical surface of the trophoblast cells within the labyrinth zone (LZ) of the placenta (**d**). Tfrc protein expression was analysed using Western blot and compared to β-actin expression (**e**); Tfrc band at ~100 kD and β-actin at ~42 kD, (full image in supplementary information). This revealed an increased expression of Tfrc protein in placentas from zinc-deficient dams (**f**). Transferrin (*Trf*) gene expression within the placenta and kidney was also quantified by qPCR but did not differ between the two diet groups (**g**,**h**). Data are median and interquartile range (n = 19 and 12 placentas [a]; 50 and 32 placentas [b and g]; 12 and 11 kidneys [c and h] and 12 and 10 placentas [e and f] from 12 zinc-replete and 11 zinc-deficient dams, respectively). Statistical significance was determined using Mann-Whitney Test. *P < 0.05, ***P < 0.001. JZ: junctional zone.

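The placentas behind the array panel differed in how widely the *Tfrc* level was spread. In ENSMUSG00000022797_at, the row matched to *Tfrc* by its values, the 7 zinc-deficient dams had mean log2 values between 10.03 and 10.49, whereas the 10 zinc-replete dams lay between 8.69 and 10.29. The SD between dam means was 0.16 on the zinc-deficient and 0.59 on the zinc-replete diet. The mean absolute deviation from the group's median dam was 0.12 in zinc-deficient and 0.47 in zinc-replete dams (two-sided exact permutation test of the deviations, p = 0.0248, n = 7 and 10 dams). The row was matched partly on its lowest and highest placentas, so this p is not an independent test of the spread. 6 of the 19 zinc-replete placentas lay at or above the lowest zinc-deficient placenta. They were both placentas of zinc-replete dams 1, 6 and 8, whose means were 10.29, 10.25 and 10.03. The 2 placentas of a zinc-replete dam differed by 0.37 on average over 9 dams, and placentas of different zinc-replete dams by 0.77 (one-sided permutation test, 100000 resamples, p = 0.00524). In the zinc-deficient group these differences were 0.25 within 5 dams and 0.24 between dams (one-sided permutation test, p = 0.552). From the array result, the paper went on to measure *Tfrc* by qPCR in an independent cohort of placentas and its protein by Western blot, and it proposes that the increase was a response to the lower iron in placental and fetal tissue.

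**Figure D2:**
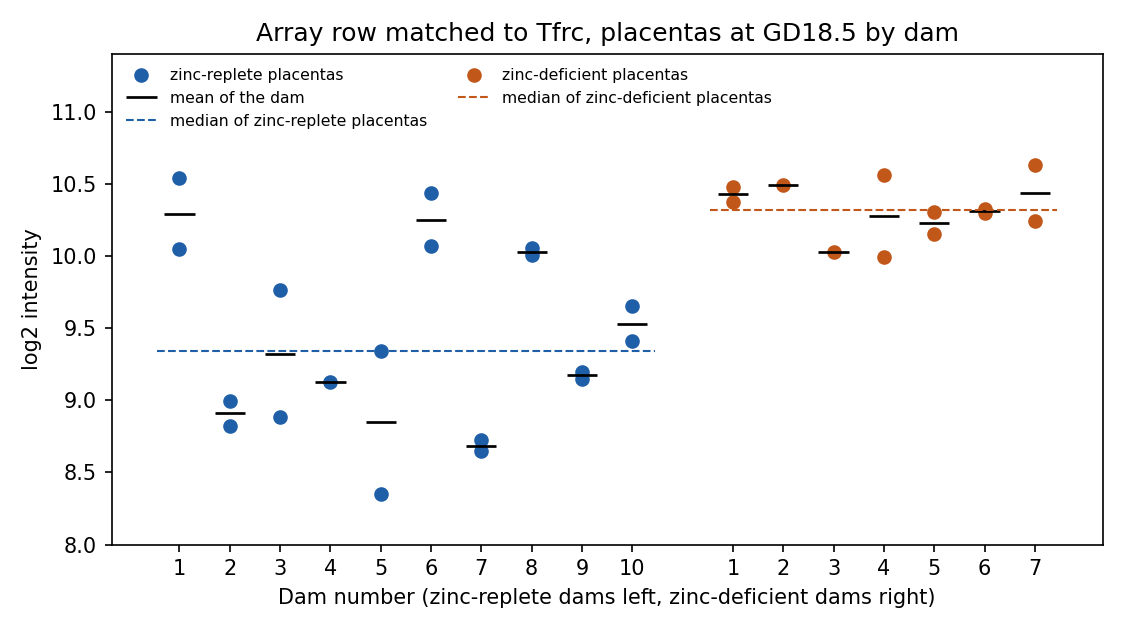
Log2 intensity of the array row matched to Tfrc in each placenta at GD18.5, with 1 column per dam, 10 zinc-replete dams on the left and 7 zinc-deficient dams on the right. Points are placentas, black bars the mean of a dam and dashed lines the median of a diet group. Both placentas of zinc-replete dams 1, 6 and 8 lie in the range of the zinc-deficient placentas.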

### DNA Damage Caused by Oxidative Stress is Elevated by Zinc Deficiency

*In vitro* and *in vivo* models of both zinc and iron deficiency reveal increased oxidative stress and DNA damage^28–32^ as well as increased oxidative stress within the placenta in pregnancies complicated by FGR^33,34^. We investigated whether disrupted placental function in this model of zinc deficiency was associated with increased oxidative stress. Placental expression of 4-hydroxynonenal (4HNE; a product of lipid peroxidation and marker of oxidative stress) was largely localized to the giant trophoblasts within the labyrinth zone (Fig. 5a) however, Western blot quantification of 4HNE expression revealed no difference in relative protein expression between placentas from zinc-deficient and zinc-replete dams (Fig. 5b; *P* = 0.72). There was also no difference in the expression of Cu/Zn-SOD between placentas from the two diet groups (Fig. 5c,d; *P* = 0.28). This indicates that neither increased lipid peroxidation nor reduced SOD expression was a characteristic of placental dysfunction in this model. However, increased DNA damage within the placental labyrinth zone in the placentas from the zinc-deficient dams as indicated by increased nuclei stained positively for 8-hydroxy-2′-deoxyguanosine (8-OHdG) (Fig. 5e,f; *P* < 0.0001) suggests a reduction in cellular integrity mediated by increased oxidative stress which would contribute to placental dysfunction. 8-OHdG staining was localised predominantly within giant trophoblasts as well as within glycogen cells present in the junctional zone.

**Figure 5:**
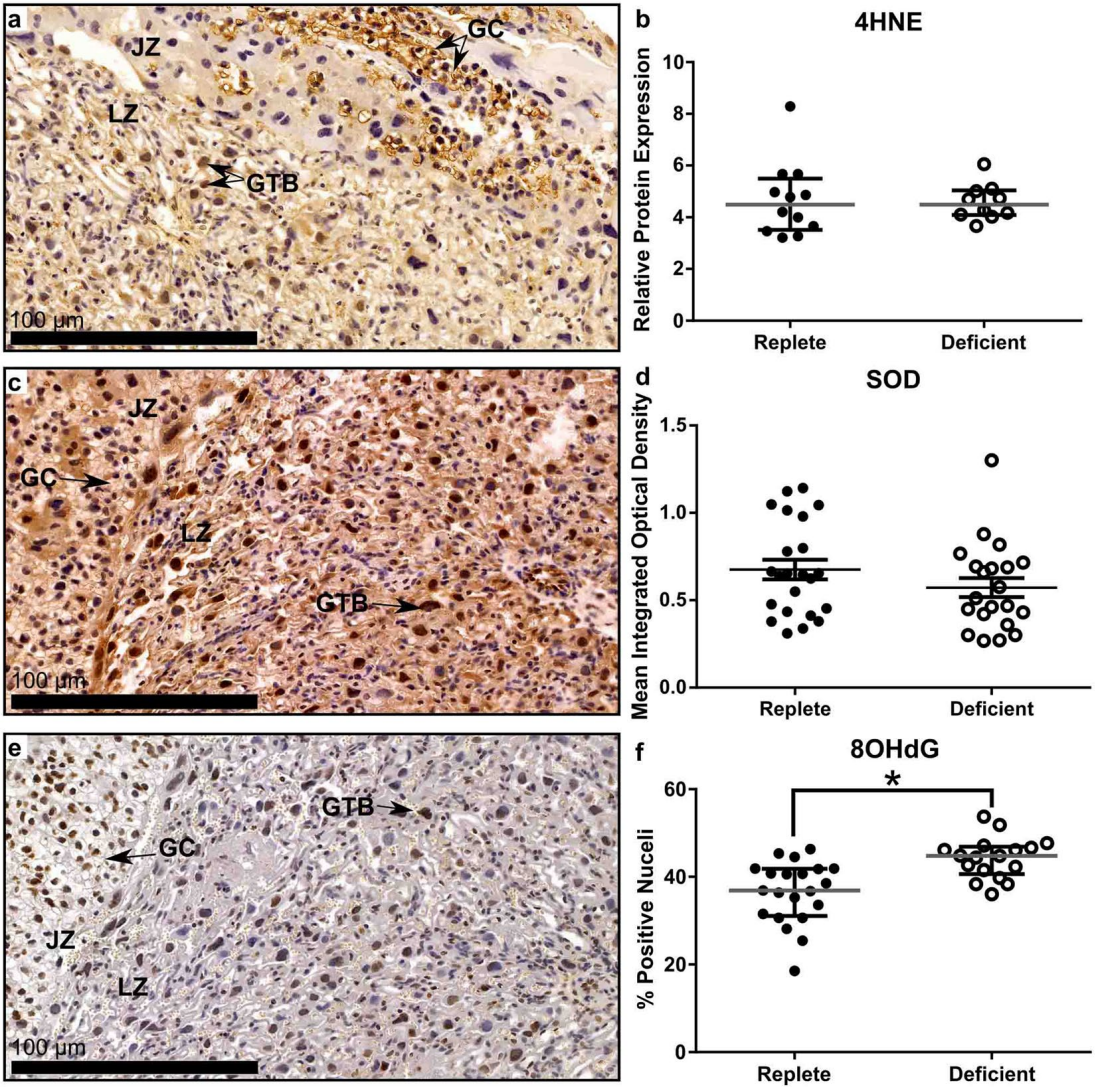
Maternal zinc deficiency resulted in increased DNA damage caused by oxidative stress within the placenta at GD18.5. 4-hydoxynoneal (4HNE) expression was localisation to the glycogen cells (GC) present in the junctional zone (JZ) and giant trophoblast cells (GTB) within the labyrinth zone (LZ) of the placenta (**a**). Western blot analysis showed no difference in 4HNE expression between the two diet groups (**b**). Expression of Cu/Zn-Superoxide Dismutase (SOD) was found throughout the placenta (**c**) but expression was not different between placentas collected from a zinc-deficient or zinc-replete dams (**d**). 8-hydroxy-deoxyguanosine (8OHdG) was also expressed by the GTB cells and GC within the junctional zone (**e**). There was a statistically significant increase in the percentage of positive cells in the labyrinth zone of the placentas from zinc-deficient dams indicating an increase in DNA damage caused by oxidative stress (**f**). Data are median and interquartile range (n = 12 and 10 placentas [b] and 23 and 21 placentas [d & f] from 12 zinc-replete and 11 zinc-deficient dams, respectively). Statistical significance was determined using Mann-Whitney Test. *P < 0.05.

### Maternal Zinc Deficiency Alters Maternal Blood Pressure Profile During Pregnancy and Lactation

Adequate blood flow to the placenta is crucial for the maintenance of fetal growth and an exponential increase in placental blood flow is necessary for transport of oxygen, water and nutrients in late gestation^25^. Maternal cardiovascular adaptations to pregnancy are crucial in maintaining appropriate placental blood flow so we sought to investigate whether zinc deficiency in pregnancy altered maternal blood pressure. Continuous measurements of mean arterial pressure (MAP), systolic blood pressure (SBP) and diastolic blood pressure (DBP) prior to pregnancy, within pregnancy and across lactation revealed that blood pressure was disturbed without adequate zinc intake (Fig. 6a and Supplementary Figure S2a). Across the five days prior to mating, average 24 h MAP was elevated in the zinc-deficient dams compared to zinc-replete dams (Fig. 6a), driven by increased DBP during this period (Supplementary Fig. S2a). 24 h MAP, SPB and DBP were also elevated in the zinc-deficient dams during lactation. Within pregnancy, regardless of diet, MAP was different between days 11–19 of pregnancy compared to days 1–5. Between days 6–10 of pregnancy, 24 h MAP was elevated in the zinc-replete dams but decreased in deficient dams. This resulted in lower 24 h MAP between days 11–19 of pregnancy in the zinc-deficient dams compared to zinc-replete dams (Fig. 6a). Further analysis of diurnal MAP pattern during the day (0700 h–1850 h) and night (1900 h–0650 h) revealed differences in MAP during pregnancy were driven by differences in MAP during the day when mice are at rest and not during the night when mice are active (Supplementary Fig. S2b). Average 24 h pulse pressure; the difference between SBP and DBP, was lower in the zinc-deficient dams across the whole experimental period when compared to the zinc-replete dams (Fig. 6b). This, along with the fact that 24 h heart rate (HR) was also decreased in the zinc-deficient dams (Supplementary Fig. S2c) indicates a potential reduction in cardiac output and reduced organ perfusion.

**Figure 6:**
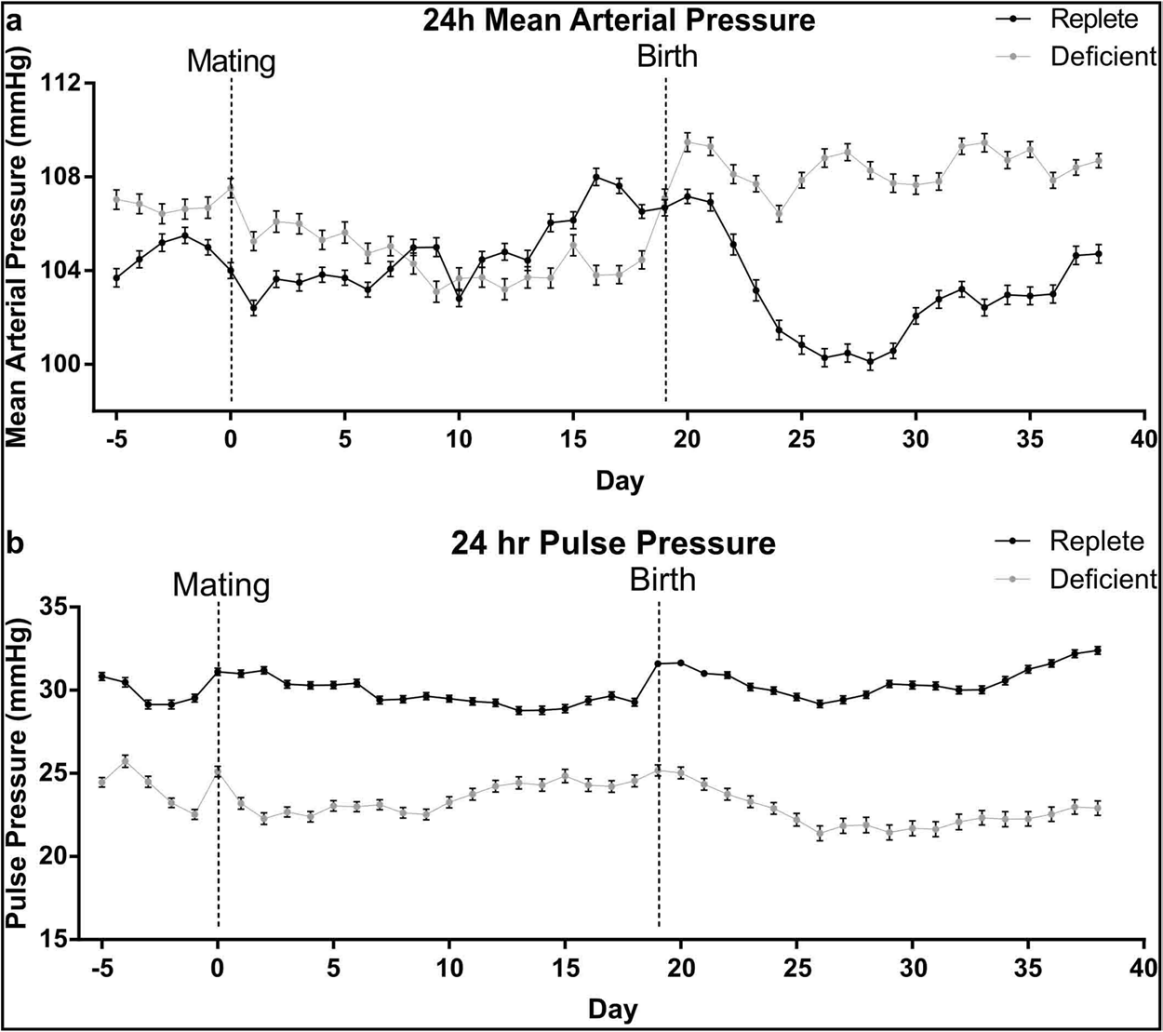
Maternal zinc deficiency changed the blood and pulse pressure profiles of dams before pregnancy, during pregnancy and in lactation. Prior to pregnancy and during lactation, 24 hour mean arterial pressure (MAP) was significantly elevated in the zinc-deficient dams. (**a**) During pregnancy, from days GD0 to GD5, MAP was significantly elevated in the zinc-deficient dams. However, across GD6 to GD10, MAP began to decrease in the zinc-deficient dams while an increase was observed in the zinc-replete dams. This resulted in significantly lower MAP in the zinc-deficient dams between GD11 to GD19 of pregnancy. (**b**) Pulse pressure, which is the difference between systolic and diastolic blood pressures, was significantly lower in the zinc deficient animals across the whole experimental period. Each data point represents the average 24 h MAP or pulse pressure for each diet group ± SEM. n = 4 zinc-replete and 4 zinc-deficient dams. Statistical differences were determined using a general additive model.

### Maternal Zinc Deficiency Affects Renal Gene Expression and Structure

To investigate whether changes in maternal blood pressure late in gestation may be influenced by effects on aspects relating to renal function, we analysed kidney gene expression and morphology. qPCR analysis of kidney tissue at GD18.5 identified a number of differentially expressed genes in zinc-deficient and zinc-replete dams associated with blood pressure regulation (Supplementary Table S4). In particular, a 16% reduction in kidney expression of *angiotensin converting enzyme* (*Ace*) (*P* = 0.031) and a 44% reduction in *inositol 1,4,5-triphosphate receptor type 2* (*Itpr2*) (*P* = 0.05) in the zinc-deficient dams occurred in association with reduced blood pressure observed at GD18.5 in mice implanted with blood pressure monitors. Ace protein expression in the kidneys was localised to the apical brush-borders of the proximal convoluted tubules and a 57% reduction in Ace protein expression in the kidneys of the zinc-deficient dams was demonstrated when compared to the zinc-replete dams (Fig. 7a–c; *P* < 0.01). Zinc deficiency also caused changes to glomerular morphology which can have implications for blood pressure. An 11% reduction in glomeruli basement membrane (GBM) thickness was observed in the zinc-deficient dams, compared to the zinc-replete dams at GD18.5 (Fig. 7d–f; *P* < 0.01), which would affect glomerular filtration capabilities and therefore maternal blood pressure. Overall, this data is consistent with blood pressure measurements in late gestation. Given that placental blood flow is dependent upon maternal hemodynamic alterations across gestation, the effects of zinc deficiency on maternal blood pressure are likely to contribute to placental dysfunction.

**Figure 7:**
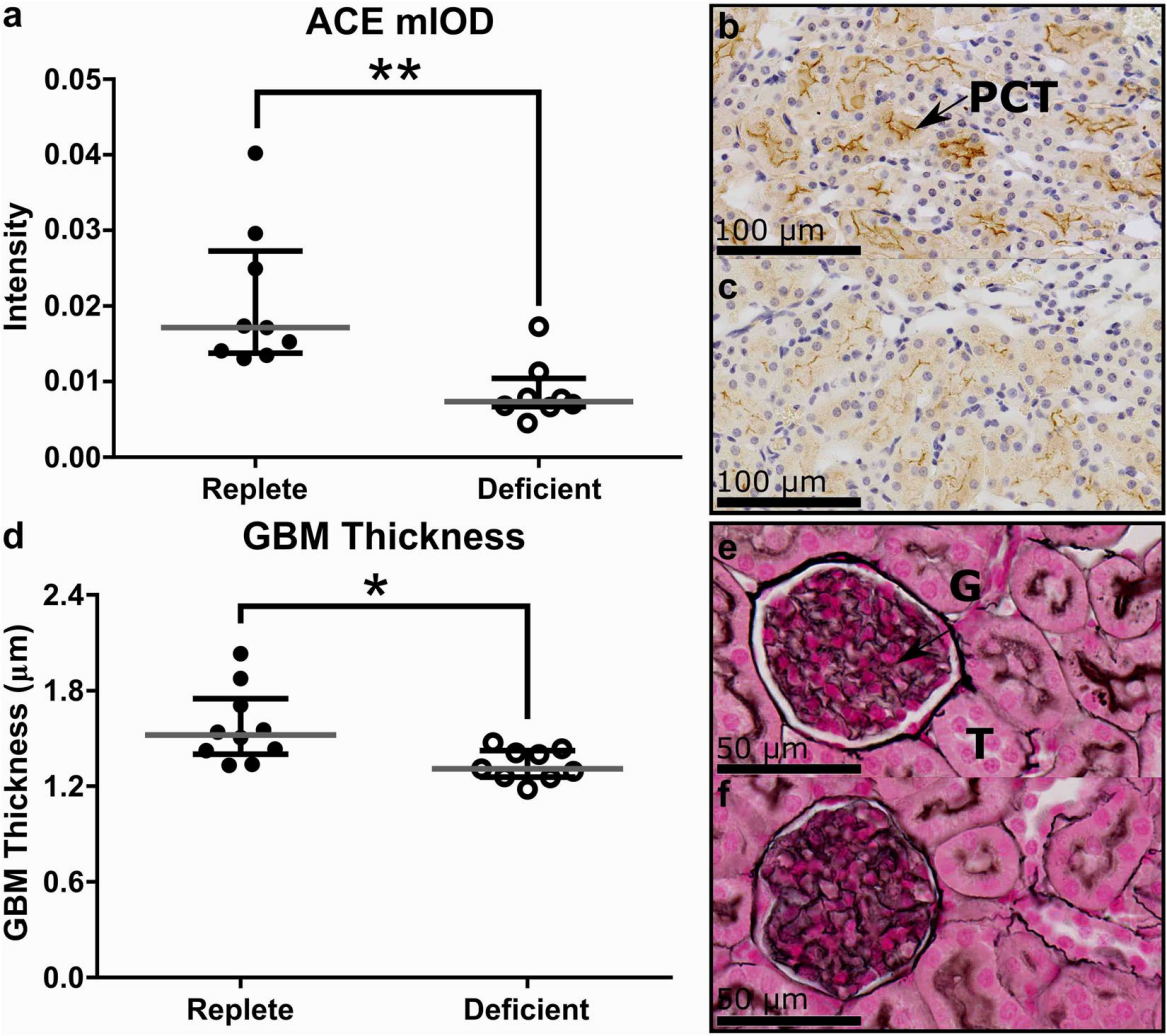
Effects of marginal zinc deficiency on renal parameters at GD18.5. Decreased gene expression of *angiotensin converting enzyme* (*Ace*) was associated with a decrease in Ace protein expression within the kidneys of zinc-deficient dams (**a**). Representative image of Ace expression in a zinc-replete (**b**) and zinc-deficient (**c**) kidney section. Ace protein was localised to the proximal convoluted tubules (PCT). Marginal maternal zinc deficiency also decreased glomeruli basement membrane thickness (**d**). Representative images of a glomerulus in a zinc-replete (**e**) and zinc-deficient (**f**) kidney section. Data are median and interquartile range (n = 10 zinc-replete and 9 zinc-deficient dams). Statistical significance was determined using Mann-Whitney Test. *P < 0.05, **P < 0.01. G: glomerulus. T: tubule

### Maternal Zinc Deficiency Alters Immunological Parameters in Late Gestation

In addition to renal function, maternal blood pressure in pregnancy is influenced by immune cells, particularly T cells and natural killer (NK) cells^35^. These cells impact maternal hemodynamics and placental development by suppressing inflammatory mediators in the implantation site^36^ and promoting appropriate uterine vascular adaptation^37^. Spleen hypotrophy, as indicated by a 50% decrease in maternal spleen weight as a percentage of carcass weight, was observed in the zinc-deficient dams compared to zinc-replete dams at GD18.5 (Supplementary Fig. S3a; *P = *0.01). There was also a significant reduction in liver, kidney and lung weights as a percentage of carcass weight in the zinc-deficient dams suggesting aberrant maternal adaptation to pregnancy (Supplementary Fig. S3b-d; *P* < 0.05 for all). The failure to exhibit the spleen hypertrophy typical of late gestation^38,39^ is consistent with an impaired immune response to pregnancy. Histological analysis of the spleen at GD18.5 showed no difference in the percentage area of white pulp, the splenic region populated by lymphocytes, between the two diet groups (Supplementary Fig. S4a). However, there was a decrease in the absolute number of cells, calculated based on splenic weight, within the white pulp in the spleens of the zinc-deficient animals compared to the zinc-replete indicative of a reduced lymphocyte pool (Supplementary Fig. S4b; *P* = 0.051). We investigated changes to immune cell populations within the spleen at GD18.5 using qPCR to analyse marker genes and found a 41% reduction in the expression of *Fasl*, a marker expressed by activated T cells and NK cells and a 1.26-fold increase in the expression of *Il10*, which is expressed by regulatory T cells and type 2 T helper cells, in the zinc-deficient dams (Supplementary Fig. S5a,b; *P* = 0.043 for both, respectively). Furthermore, a trend toward elevated *Ifna1* (Supplementary Fig. S5c; *P* = 0.07) expression was observed in the spleens of zinc-deficient dams compared to controls. This data indicates a possible imbalance in the residual lymphocyte subpopulations^40^ which would be expected to contribute to the cardiovascular and placental anomalies seen in the zinc-deficient dams. Maternal immune adaptations to pregnancy are crucial to placental development during the implantation period and an altered immune balance may contribute to the mechanisms through which zinc deficiency disturbs placental morphogenesis and fetal growth.

## Discussion

Correct placental morphogenesis underpins pregnancy success and offspring phenotype through tight regulation of transport of nutrients, gases and waste between the mother and fetus. This study confirms that maternal zinc status is a key determinant of fetal growth and shows that the effects of limited zinc are likely to be mediated through adverse placental development and function. Additionally, we show that altered placental development is associated with, and likely to be a consequence of, combined effects of altered maternal cardiovascular adaptations to pregnancy and altered renal function and immune changes. An interaction between zinc and other micronutrients within the placenta has also been identified, demonstrating the existence of micronutrient bioavailability interactions within this complex physiological network.

Reduced fetal growth has been described in a number of rodent models assessing the effect of marginal and severe dietary zinc restriction during pregnancy^19–23^. In our model, reduced fetal growth at GD18.5 was associated with an 8% reduction in placental weight, a common phenotype of growth restriction in humans and animals^26,41^. We sought to further investigate perturbations in placental development by defining impact on the placental architecture which regulates nutrient transport and fetal growth. A lower placental weight was reported at GD12.5 in a model of severe zinc restriction (<1 mg/kg)^21^. Unlike this earlier study, we did not observe a difference in labyrinth zone area at GD18.5 but IHC analysis of labyrinth zone composition demonstrated a change in placental structure indicative of a compensatory mechanism. Nutrients transfer from the maternal circulation to the fetus requires passage through a layer of trophoblast cells which surround the fetal capillaries^42^. Increases to the exchange surface area and the volume density of fetal capillaries, as well as decreases in the trophoblast barrier thickness of the zinc-deficient placentas suggest an increase in the transfer efficiency of nutrients per gram of placenta. However, the reduction in total placental size and thus labyrinthine volume is likely to elicit a greater effect on the transport of nutrients to the fetus than the difference in the magnitude of nutrient transfer per gram of placenta. This is supported by the observed similar placental efficiency between dietary zinc groups, as measured by the fetal-placental weight ratio, indicating these compensatory changes to the labyrinth zone structure are insufficient to rescue fetal growth.

The structure of the placenta at term is determined by events that occur much earlier in placental morphogenesis to drive differentiation of various trophoblast cell lineages and mesenchymal cells from stem cells in a defined stochastic relationship^26,43^. Alterations in gross placental structure as well as to the ultrastructure of the labyrinthine zone can confer either a functional advantage or disadvantage for nutrient transfer and fetal growth. Changes in developmental patterning that result in altered surface area, barrier thickness and fetal capillary volume can in part be influenced by the maternal immune adaptation to pregnancy, and the capacity of immune cells to support or limit early placental development^44^. Since the spleen is a key source of NK cells and T lymphocyte recruited into the uterine decidua and gestational tissues^35^, the reduced reservoir of splenic lymphocytes and the altered gene expression in spleen cells found in zinc-deficient females suggests that the immune response is aberrant in zinc-deficient mice. This is consistent with observations of the impact of zinc on T cell responses in non-pregnant animals^45–47^. Given the critical impacts of lymphocytes on maternal vascular remodeling and systemic cardiovascular adaptations to accommodate pregnancy^35^ the effects of zinc deficiency mediated via immune cells may contribute to placental dysmorphogenesis.

In pregnancy, placental function and the maternal circulatory system are intricately dependent upon one another. Perturbations in placental function are likely to influence the maternal circulation and vice-versa^24^. Increases in blood pressure late in gestation are a characteristic of rodent pregnancies as indicated by the blood pressure profile in the zinc-replete dams of this experiment and by others^48^. This presumably facilitates maintenance of adequate perfusion of multiple placental beds as mice are litter-bearing species. Reduced uterine blood flow can also be used as a predictor of FGR in human pregnancies^49,50^ as transport of oxygen and nutrients needs to keep pace with fetal growth and this can only occur with adequate blood flow to the placenta. The decrease in blood pressure during late pregnancy, as well as reduced pulse pressure which was observed in the zinc-deficient dams is likely to result in reduced blood flow to the placenta, impairing nutrient delivery. The renin-angiotensin system (RAS) is one of the major physiological regulators of blood pressure mediated by the kidneys. Zinc is important to the function of a number of the RAS enzymes which catalyse the production of vasoconstrictors thereby increasing blood pressure^51^. Ace is a zinc metalloenzyme and chelation of zinc inhibits Ace functionality^52^. We also identified a reduction in *Itpr2* expression which is a protein that controls vascular tone and is thought to alter the responsiveness of cells to components of the renin-angiotensin system^53^. These data support the importance of zinc in correct functioning of the RAS, particularly in the kidneys, and therefore blood pressure control which is necessary to maintain adequate placental perfusion and transplacental nutrient exchange.

Not only is blood flow a crucial determinant of placental function and fetal growth, but it also has implications for oxidative stress. Fluctuations in the perfusion of the placenta and therefore oxygenation is a major inducer of oxidative stress within the placenta which can severely affect placental transport capabilities^54^ and increased oxidative stress has been characterised in the placenta of human pregnancies complicated by FGR^33,34^. Zinc itself is capable of acting as an antioxidant but is also required as a structural component of a number of first line defence antioxidant molecules^55,56^. Studies have shown that zinc deficiency leads to increased oxidative stress *in vitro* as well as in plasma of *in vivo* animal models^28–30^. Furthermore, zinc concentrations have also been shown to be positively correlated with superoxide dismutase concentrations in cord blood^57^. Zinc deficiency in this model did not increase the amount of lipid peroxidation within the placentas which is not entirely surprising as a similar result in human FGR placentas has been documented^34,58^ and may reflect the placenta’s ability to rapidly metabolise 4HNE^59^. Furthermore, there did not appear to be a disruption to the expression of Cu/Zn-SOD in the near term placenta. However, conservation of zinc within the gestational tissues may have ameliorated any effect on Cu/Zn-SOD expression or function characterised in other studies^60,61^. There was however, a significant elevation in DNA damage, particularly within the giant trophoblast cells present within the labyrinth zone of the placentas suggesting possible disruption to DNA repair mechanisms within these cells similar to that previously seen in cell culture models of zinc deficiency^17,18^. The giant trophoblast cells within the labyrinth zone function to produce hormones such as placental lactogen II and are positioned in order to facilitate delivery of hormones and nutrients into the fetal circulation^62,63^. Consequently, increased DNA damage would likely reduce cellular integrity which could then effect aspects of giant trophoblast function and nutrient delivery, potentially amplifying already poor nutrient delivery from the maternal circulation resulting in fetal growth restriction.

There may also be a strong relationship between increased DNA damage in the placentas and the reduction of both placental and fetal iron in the zinc-deficient dams. Iron deficiency results in impaired mitochondrial function and increased oxidative stress in a number of different tissues^31,32^, hence it is reasonable to assume a reduction in placental iron is influencing oxidative stress pathways in a similar manner. Perturbed iron transport in the placentas also suggested a shift in iron transport out of the placenta occurring as part of a response to conserve zinc. Similar to our study, placental Tfrc expression has been shown to be inversely related to fetal liver iron concentrations^64^ suggesting a dialogue between the fetus and placenta which mediates iron transport. However, how this may be mediating zinc conservation within the gestational tissues - so why iron is reduced is unknown. Iron is known to be extremely important in supporting cell growth and metabolism^65,66^ and therefore reduced transport to the fetus would contribute to growth reduction. Previous studies have shown an accumulation of iron in tissues including the placenta and fetus in zinc deficient animal models^67,68^. The disparity with the current results likely reflects that previous studies utilised models of severe zinc restriction (˂0.5 mg/kg). Nevertheless, this new data further highlights a strong association between zinc and iron transport in the placenta worthy of further investigation.

In conclusion, this study describes the effects of moderate maternal zinc deficiency on placental development and function, as well as responses of the maternal cardiovascular system to reduced zinc. Furthermore, the work implicates mechanistic pathways involving altered kidney and immune function by which inadequate zinc intake and stores during pregnancy impact on offspring phenotype. Zinc deficiency contributes substantially to the predicted 3.5 million deaths per year that are attributed to child and maternal undernutrition^69^. Reducing the prevalence of zinc deficiency in developing countries was a key aspect of the Millennium Development Goal 1^70^. Our findings highlight the importance of adequate zinc status in pregnancy as deficiency impairs fetal growth. Since the trajectory of placental development is set in very early pregnancy, our data point to a need for further research to define the most critical window for zinc effects in pregnancy, and to develop strategies to reduce the impact of zinc deficiency in vulnerable women.

## Material and Methods

### Animals and diets

Seven-week-old C57Bl/6 J female mice (Laboratory Animal Services, University of Adelaide) were fed either a zinc replete diet containing 40 mg/kg zinc (Modified AIN93G, SF09-093; Specialty Feeds) or a marginally zinc deficient diet containing 10 mg/kg zinc (Zinc modified AIN93G, SF14-087; Specialty Feeds) as determined by inductively coupled plasma atomic emission spectrometry (ICP-MS). Animals were housed and maintained at Laboratory Animal Services, University of Adelaide on a 12 h: 12 h light-dark cycle with both water and food provided *ad libitum*. After six weeks on the respective diets, females were randomly allocated to either blood pressure monitoring by radio-telemetry (Cohort 1; n = 8) or analysis of placental and fetal growth (Cohort 2; n = 30). Mice in Cohort 2 were mated with a C57BL/6 J male fed standard chow (Specialty Feeds). The presence of a vaginal copulatory plug was designated gestational day 0.5 (GD0.5). Given the difficulty associated with implanting the radio-telemetry probe into very small mice, the mice in Cohort 1 were maintained on respective diets until 21 g (17-18 weeks-old), when radio-telemetry surgery was performed. All animals were maintained on diets until conclusion of experiments. Animal use complied with the Australian Code of Practice for the Care and Use of Animals and ethics approval was obtained from the University of Adelaide Ethics Committee (Approval #M-2014-84).

### Elemental Analysis

Elemental analysis on maternal plasma, placental and fetal tissues was undertaken to determine the effect of dietary zinc restriction on calcium, potassium, magnesium, sodium, sulphur and phosphorus, determined using inductively-coupled plasma optical emission spectrometry (ICP-OES) (Agilent 5100 ICP-OES; *CSIRO Analytical Services, South Australia*) and zinc, iron, copper, and selenium determined by ICP-MS (Agilent 7700 ICP-MS). Details of the sample preparation procedure are provided in *Supplementary Materials and Methods*. Disruptions to long term zinc stores were analysed by measuring liver metallothionein at GD18.5 and 21 days post-birth using a ^109^Cd/heme affinity assay^71^.

### Placental and Fetal Characteristics

Post-mortem was performed on the dams in cohort 2 between 1000–1200 h on GD18.5, described in full in *Supplementary Materials and Methods*. Maternal, placental and fetal tissue was collected and the number of total, viable and resorbing implantation sites was counted. From each dam, 2 placentas were fixed and 5 µm thickness full-face sections were stained with Masson’s Trichrome following standard protocols in order to determine the mid sagittal total, labyrinth zone and junctional zone cross sectional areas. In depth analysis of labyrinth structure was performed using immunohistochemistry (IHC) as previously described^72,73^ and details of antibodies and dilutions used are provided in Supplementary Table S5. Microarray, qPCR, IHC and Western blot analysis were employed to analyse gene and protein parameters and are detailed in *Supplementary Materials and Methods*. Microarray data have been deposited to NCBI GEO under the accession GSE97112.

### Radio-telemetry surgery, blood pressure monitoring and kidney analysis

Dams in cohort 1 were anaesthetised (2.5% isofluorane and 1 L/minute O_2_, then maintained at 1.5% isofluorane and ½ L/minute O_2_; Attane^TM^ Isoflurane, *Bomac*) and a radio-telemetry probe (PAC10, *Data Sciences International*) was inserted into the left carotid artery. The probe body was placed subcutaneously on the right flank. Mice recovered for 10 days, then MAP and HR were monitored for 10 seconds every 10 minutes for 5 days prior to the dams being placed with males. The presence of a copulatory plug designated GD0.5 and MAP and HR continued to be measured through pregnancy, birth and lactation. Pups were counted on the day of birth and weighed at 3, 5 and 7 days post-birth and at weaning. 21 days post-birth, dams and pups were killed and post-mortems performed between 1000–1200 h to collect maternal and pup tissues as described in *Supplementary Materials and Methods*.

To further investigate the effects of zinc deficiency on maternal blood pressure, the left kidney was fixed as per the protocol outlined in *Supplementary Materials and Methods*. The right kidney was snap-frozen for molecular analyses. 5 µm full-faced, mid-sagittal sections were stained using Masson’s Trichrome in order to determine the cortex and medullary zone area. Picrosirius red staining was used to determine collagen deposition and Jones’ membrane staining was used to assess glomeruli morphology. In order to understand effects on aspects of renal function, 91 genes known to be associated with blood pressure regulation were analysed using qPCR. The staining procedures as well as details of qPCR gene expression analysis, IHC and Western blot analysis of protein expression are detailed in *Supplementary Materials and Methods*.

### Statistics

All statistical analysis was performed in R (v3.1.1)^74^ using Mann-Whitney Test unless otherwise specified. Maternal organ weights, fetal and placental weight were corrected for viable litter size using the *lme* function in the *nlme* package to generate predicted values based on an average litter size of 7, then Mann-Whitney test was used to calculate exact *P*-values based on the predicted results. Significant differences in 24 h MAP and HR between the two diet groups were determined using a generalized additive mixed-model, as detailed in *Supplementary Materials and Methods*. Results are reported as median and interquartile range unless otherwise stated.

### Data Availability

Microarray data have been deposited to NCBI GEO under the accession GSE97112.

## Electronic supplementary material

Supplementary Information

# Supplementary material for: Zinc is a critical regulator of placental morphogenesis and maternal hemodynamics during pregnancy in mice
**Source:** Sci Rep. 2017 Nov 9;7:15137. doi: 10.1038/s41598-017-15085-2
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplementary Information**

**Title -** Zinc is a critical regulator of placental morphogenesis and maternal hemodynamics during pregnancy in mice

**Authors -** Rebecca L Wilson, Shalem Y Leemaqz, Zona Goh, Dale McAninch, Tanja Jankovic-Karasoulos, Gabriela E Leghi, Jessica A Phillips, Katrina Mirabito Colafella, Cuong Tran, Sean O’Leary, Sam Buckberry, Stephen Pederson, Sarah A Robertson, Tina Bianco-Miotto, Claire T Roberts

**Supplementary Figures and Tables**

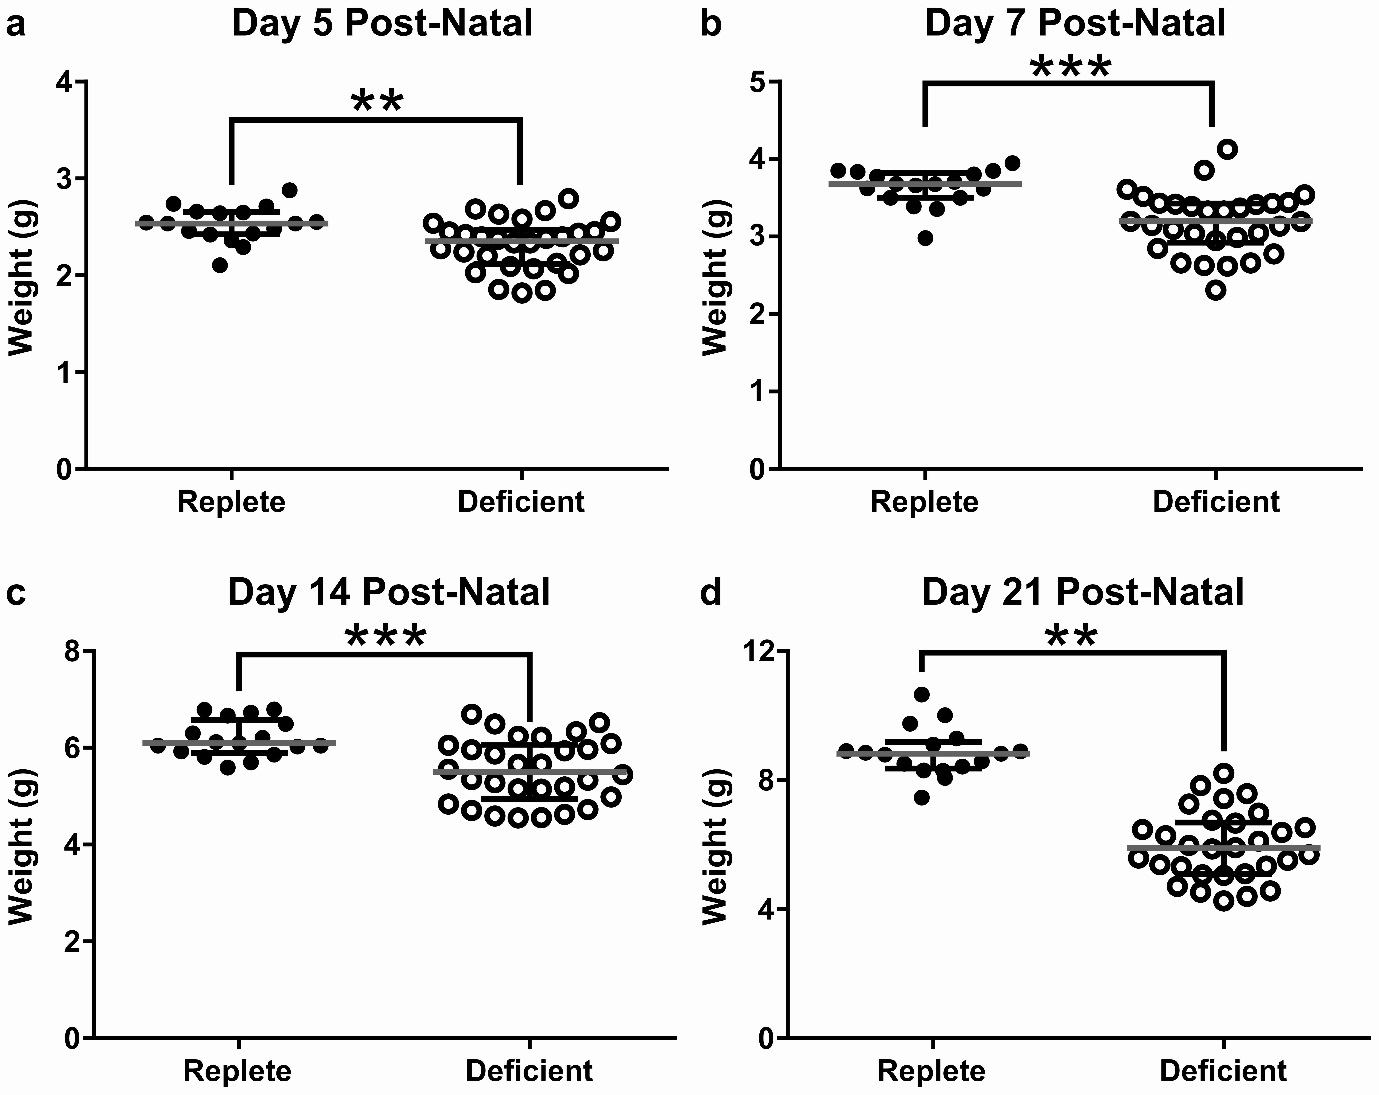

Figure S1. Maternal zinc deficiency reduced pup weight gain during lactation. Pup weight was significantly lighter in those from the zinc-deficient dams at 3 day post-natal (a), 1 week post-natal (b), 2 weeks post-natal (c) and at weaning, 3 weeks post-natal (d). Data are median and interquartile range (n = 17 and 30 pups from 4 zinc-replete and 6 zinc-deficient dams, respectively). Statistical significance was determined using Mann-Whitney Test on data based on an average litter size of 7.00. ***P*˂0.01, ****P*˂0.001.

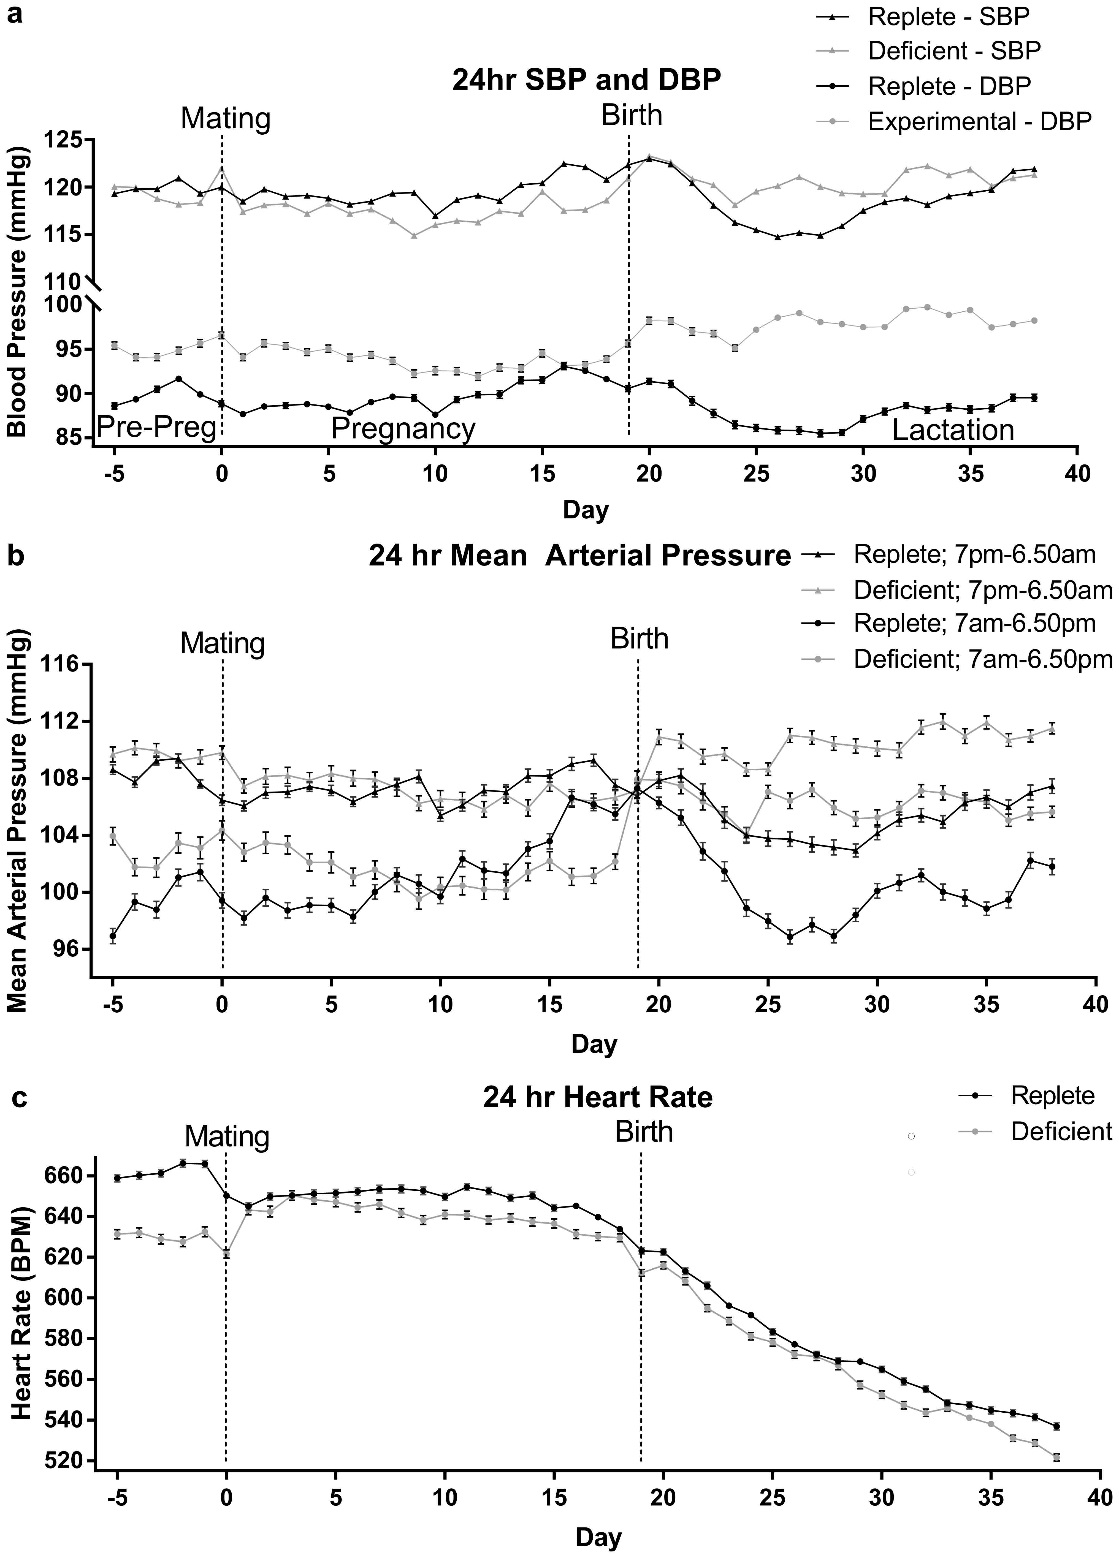

Figure S2. The effect of zinc on maternal systolic blood pressure (SBP) and diastolic blood pressure (DBP) as well as the influence of the day-night cycle. The SBP and DBP profiles prior to pregnancy, during pregnancy and in lactation were abhorrent within the animals fed the zinc deficient diet compared to those on a zinc replete diet (a). A clear circadian rhythm was observed in both diet groups as evident by higher 24 h mean arterial pressure (MAP) between the hours of 7pm to 6.50am compared to 7am to 6.50pm (b). During pregnancy differences in MAP between the two diet groups were driven by significant differences in MAP between the day light hours (7am-6.50pm). No significant differences between MAP in the night hours (7pm-6.50am) were observed between the two diet groups across pregnancy. 24 h heart rate (HR) was decreased in the zinc-deficient dams across all time periods assessed (c). Each data point represents the average 24 h SBP/DBP (a), MAP (b) or average 24 h HR (c) for each diet group ± SEM. n = 4 zin-replete and 4 zinc-deficient dams. Statistical differences were determined using a general additive model.

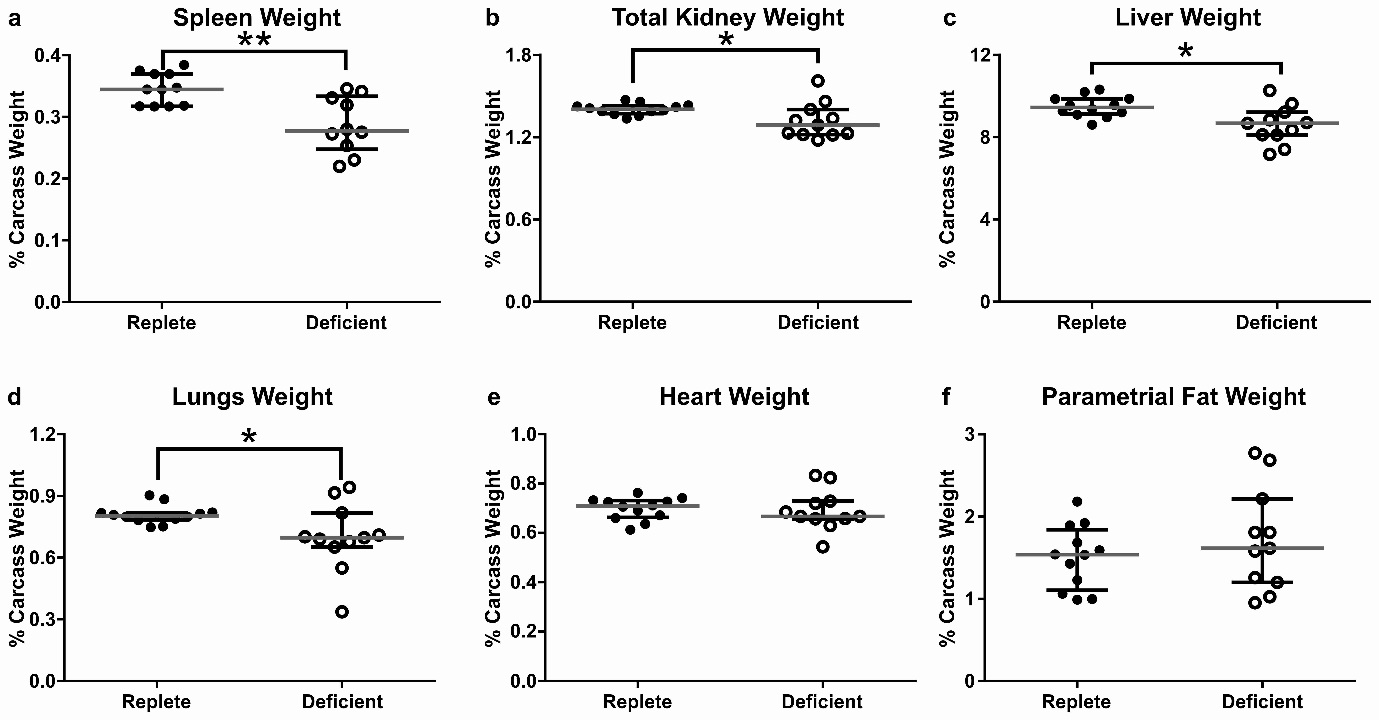
Figure S3. Liver (a), total kidney (b), spleen (c) and lungs (d) weight as a percentage of carcass weight were all reduced in the zinc-deficient dams at GD18.5. Heart (e) and parametrial fat (f) weight as a percentage of carcass weight did not change between the two diet groups. Data are median and interquartile range (n = 12 zinc-replete and 11 zinc-deficient dams). Statistical significance was determined using Mann-Whitney Test on data based on an average litter size of 7.00. **P*˂0.05, ***P*˂0.01.

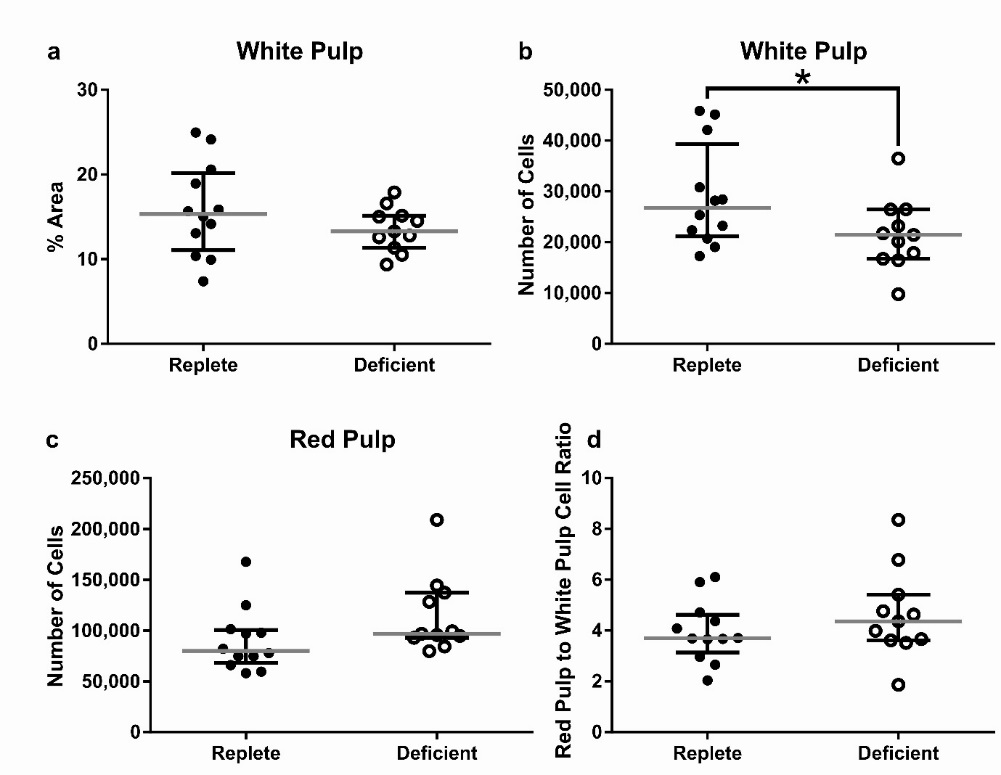

Figure S4. Histological analysis was used to determine the effects of zinc deficiency on spleen morphology at GD18.5. There was no difference in the percentage area of white pulp within the spleens between the two diet groups (a) but there was a decrease in the number of cell present within the white pulp of the zinc-deficient animals when compared to the zinc-replete animals (b). Analysis of the red pulp revealed no difference in the number of cells present within this area of the spleen (c) nor was there any difference in the red pulp to white pulp cell ratio (d). Data are median and interquartile range (n = 13 zinc-replete and 12 zinc-deficient dams). Statistical significance was determined using Mann-Whitney Test. **P*=0.051.

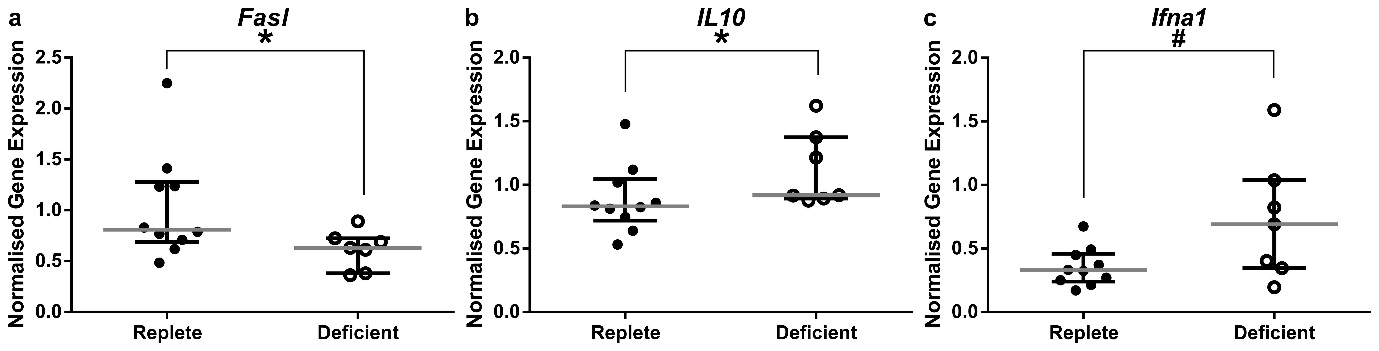

Figure S5. Maternal zinc deficiency resulted in differential gene expression of a number of cytokines specific for certain T cell populations in the spleens at GD18.5. A decrease in *Fas ligand* (*Fasl*) (a) and an increase in *interleukin 10* (*IL10*) expression (b) was observed in the spleens of the zinc-deficient dams. There was also a trend for an increase in the expression of *interferon alpha 1* (*Ifna1*) (c). Data are median and interquartile range (n = 10 zinc-replete and 7 zinc-deficient dams). Statistical significance was determined using Mann-Whitney Test. **P*˂0.05, #*P* = 0.07.

**
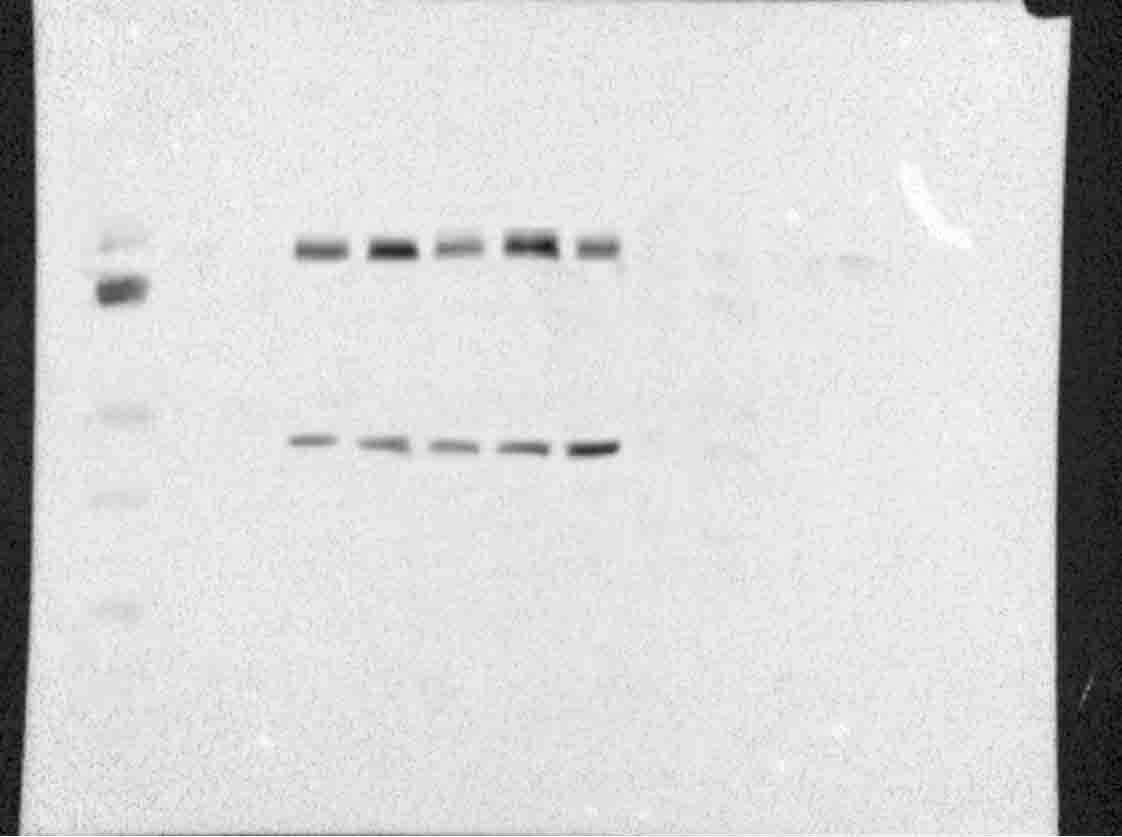
**

Figure S6. Full length western blot image of placental tfrc expression. Tfrc protein band was observed at ~100kD whilst the corresponding β-actin band was observed at ~48kD.

**Table S1.** Differences in elemental compositions of maternal plasma, placental tissue and fetal tissue

| Element | Plasma Content | Placental Content | Fetal Content |
| --- | --- | --- | --- |
| Iron  (mg/L; mg/kg) | 520.02 [493.4-787.1] vs. 457.81 [357.6-635.3] | 63.20 [54.6-85.4] vs. 49.60 [45.1-66]* | 35.88 [35-39.4] vs. 28.94 [25.6-35]** |
| Potassium  (mg/L; mg/kg) | 32.28 [29.7-40.1] vs. 41.90 [34.4-51.6]* | 2287.46 [1683.7-2932.7] vs. 2109.85 [1860.1-2685.1]^NS^ | 2345.94 [2171.6-2511.4] vs. 2421.07 [2259.4-2494.2]^NS^ |
| Sulphur  (mg/L; mg/kg) | 132.12 [120-139.8] vs. 149.90 [140-164]** | 1422.56 [910.4-1724] vs. 1299.33 [1109.1-1570.6]^NS^ | 1146.06 [1108.7-1190.9] vs. 1139.88 [1123-1160.1]^NS^ |
| Phosphorus  (mg/L; mg/kg) | 16.42 [14.9-18] vs. 19.61 [18.6-22.4]** | 2148.78 [1655.7-2406.1] vs. 2134.85 [1684.9-3147.5]^NS^ | 2552.25 [2336.8-2684.8] vs. 2658.39 [2571-2720.6]^NS^ |
| Copper  (µg/L; µg/kg) | 238.29 [207.9-252] vs. 281.02 [234.8-296.2]* | 2575.66 [1766.3-3023.9] vs. 3024.66 [1874.7-3734.8]^NS^ | 2233.05 [2022.5-2387] vs. 2184.70 [2017.6-2484.3]^NS^ |
| Sodium  (mg/L; mg/kg) | 629.53 [606.5-650] vs. 654.81 [641.1-680.1]^NS^ | 1118.93 [902.3-1751] vs. 1149.60 [759.8-1449.3]^NS^ | 1694.22 [1647.8-1739.6] vs. 1768.22 [1703.1-1808.6]* |
| Data are presented as median [interquartile range]. n = 10 zinc-replete and 7 zinc-deficient dams and n= 19 and 13 placentas and fetuses from zinc-replete and zinc-deficient dams, respectively. Statistical significance was determined using a Mann-Whitney test. **P*˂0.0**5,** ***P*˂0.0**1** NS, not significant. | | | |

**Table S2.** Elemental composition of the zinc-replete and zinc-deficient diets as determined by mass spectrometry

| Element | Zinc-replete Diet  (40 mg/kg zinc) | Deficient Diet  (10 mg/kg zinc) | *P* value |
| --- | --- | --- | --- |
| Iron (mg/kg) | 41 ± 7.3 | 35 ± 3.3 | NS |
| Manganese (mg/kg) | 10 ± 1.7 | 17 ± 13.7 | NS |
| Copper (mg/kg) | 8 ± 0.2 | 5 ± 1.2 | *P*˂0.05 |
| Zinc (mg/kg) | 39 ± 0.3 | 11 ± 1.3 | *P*˂0.001 |
| Calcium (mg/kg) | 6500 ± 141.4 | 6133 ± 115.5 | NS |
| Magnesium (mg/kg) | 715 ± 7.1 | 660 ± 26.5 | NS |
| Sodium (mg/kg) | 1850 ± 14.1 | 1963 ± 63.5 | NS |
| Potassium (mg/kg) | 4700 ±141.4 | 7267 ± 321.5 | *P*˂0.01 |
| Phosphorus (mg/kg) | 2300 ± 141.4 | 3600 ± 200.0 | *P*˂0.01 |
| Sulphur (mg/kg) | 3400 ± 0 | 3733 ± 152.8 | NS |
| Aluminium (mg/kg) | 4 ± 0.9 | 7 ± 0.2 | NS |
| Elemental analysis of the diet composition was performed on two independent samples of zinc-replete chow and three independent samples of zinc-deficient chow and analysed by inductively-coupled plasma atomic emission spectrometry. Data are mean ± standard deviation. Statistical significance was determined using a two-tailed T-test, assuming unequal variances. NS, not significant | | | |

**Table S3.** Genes differentially expressed between zinc-replete and zinc deficient placentas

| Gene (Gene symbol) | Fold change | Deficient Expression | *P* value | FDR |
| --- | --- | --- | --- | --- |
| *Transferrin Receptor* (*Tfrc*) | 8.59 | **↑** | 8.77E-06 | 0.112 |
| *Sclerostin domain containing 1* (*Sostdc1*) | 2.70 | **↑** | 4.10E-05 | 0.182 |
| *Elongation of very long chain fatty acids-like 4* (*Elovl4*) | 2.57 | **↑** | 4.70E-05 | 0.182 |
| *Interferon-related developmental regulator 1* (*Ifrd1*) | 1.69 | **↓** | 6.95E-05 | 0.182 |
| *RIKEN cDNA 1700023L04* (*1700023L04Rik*) | 2.40 | **↓** | 7.13E-05 | 0.182 |
| *WD repeat domain 60* (*Wdr60*) | 1.67 | **↓** | 1.09E-04 | 0.231 |
| *TSC22 domain family, member 3* (*Tsc22d3*) | 1.74 | **↓** | 1.27E-04 | 0.232 |
| *Glutamate receptor interacting protein 1* (*Grip1*) | 2.21 | **↓** | 1.67E-04 | 0.266 |
| *Catsper channel auxiliary subunit delta* (*Catsperd*) | 2.80 | **↓** | 2.29E-04 | 0.324 |

**Table S4.** Effect of zinc deficiency on renal expression of seven genes at GD18.5 as quantified by qPCR

| Gene | Normalised Expression (zinc-replete vs. zinc-deficient) | Difference in Deficient | *P* value |
| --- | --- | --- | --- |
| *Ace* | 1.15 [1.04-1.75] vs. 0.97 [0.65-1.30] | ↓ 16% | 0.031 |
| *Actg2* | 0.26 [0.14-0.52] vs. 0.68 [0.43-1.08] | ↑ 162% | 0.011 |
| *Aldh3a2* | 1.36 [1.18-1.50] vs. 1.11 [1.01-1.32] | ↓ 18% | 0.031 |
| *Braf* | 1.46 [1.28-1.74] vs. 1.07 [1.03-1.31] | ↓ 27% | 0.005 |
| *Calcoco1* | 1.57 [1.26-1.71] vs. 1.01 [0.85-1.09] | ↓ 36% | 0.002 |
| *Cbx7* | 1.45 [1.28-1.74] vs. 1.03 [0.76-1.17] | ↓ 29% | 0.003 |
| *Itpr2* | 1.03 [0.77-1.37] vs. 0.58 [0.55-1.03] | ↓ 44% | 0.05 |
| Data represented as median [IQR]. Gene expression was normalised to *Tbp* and *Gapdh*. n = 9 and 7 kidneys from zinc-replete and zinc-deficient dams, respectively. Statistical significance was determined using a Mann-Whitney test. | | | |

**Table S5**. Antibodies and dilutions used for immunohistochemistry and western blots

| **Antigen** | **Supplier** | **Species** | **Clone** | **IHC Dilution** | **Antigen Retrieval** | **Western Blot Dilution** |
| --- | --- | --- | --- | --- | --- | --- |
| Vimentin | Dako | Monoclonal Mouse | Vim 3B4 | 1/10 | Yes, Pronase |  |
| Pan-cytokeratin | Chemicon | Monoclonal Mouse | AE1/AE3 | 1/100 | Yes, Pronase |  |
| ACE | Santa Cruz | Polyclonal Rabbit | H-170 | 1/50 | Yes, Citrate | 1/250 |
| Tfrc | Thermo Fisher | Monoclonal Mouse | H68.4 | 1/500 | Yes, Pronase | 1/1500 |
| 4-HNE | Alpha Diagnostics | Polyclonal Rabbit |  | 1/500 | Yes, 0.1% Triton & 0.1% Tween20 in TBS | 1/1000 |
| 8-OHdG | JaICa | Monoclonal Mouse | N45.1 | 1/100 | Yes, Citrate |  |
| Cu/Zn-SOD | Sigma | Polyclonal Rabbit | SOD1 | 1/2000 | Yes, Citrate |  |
| HSP-90 | Santa Cruz | Polyclonal Rabbit | H-114 |  |  | 1/2000 |
| β-actin | Santa Cruz | Polyclonal Rabbit |  |  |  | 1/1000 |

**Supplementary Materials and Methods**

**Post-mortems and pregnancy parameters**

Dams were anaesthetised with an intraperitoneal injection of 0.75 µg/g Avertin (2,2,2-tribromomethanol, *Sigma Aldrich*) in 2-methyl-2-butanol. Blood was collected in a heparinised tube via retro-orbital bleed to which plasma was extracted after centrifugation at 10,000 x g and stored at -80°C. Dams were then killed via cervical dislocation. Placental and fetal tissue was dissected from the uterus, membranes removed and snap frozen for molecular analysis. Two placentas from each dam were randomly selected to be fixed in 4% (wt/vol) paraformaldehyde/2.5% polyvidone-40 (wt/vol) in 70 mM phosphate buffer [pH 7.0] overnight at 4°C, washed in 4 changes of PBS and paraffin-embedded. Maternal tissues including spleen, liver, kidneys, lungs, heart and parametrial fat were also excised with the left kidney and heart being fixed following the same procedure as the placentas.

**Elemental analysis of maternal plasma and placental and fetal tissues**

Briefly, 200 μL of plasma, approximately 25 mg of placental tissue and the torso of the GD18.5 fetus were digested in Teflon vessels at room temperature in concentrated nitric acid (~70% HNO_3_) for approximately 2 h before further digestion under pressure at approximately 90°C overnight. The following day, the heat was further increased to approximately 140°C and left a further 24 h. The samples were then diluted with milliQ water and made up to 20 mL to be injected onto the relevant apparatuses for analysis. For ICP-MS, samples were run alongside two internal standards: iridium and rhodium (*Choice Analytical*) at a concentration of 200 ppb and an 8-point calibration, including blank, was carried out between 0.01 µg/L and 100 µg/L. An 8-point calibration (including blank) was also carried out between 500 mg/L and 1000 mg/L for the ICP-OES analysis.

**Kidney and spleen morphological analysis**

For kidneys, full-face mid-sagittal sections were stained using Masson’s Trichrome in order to determine the cortex and medullary zones following standard protocols. Collagen deposition was measured using picrosirius red staining. De-waxed sections were immersed in a solution of 0.1% Direct Red (*Sigma-Aldrich*) and 1.2% picric acid (*Sigma-Aldrich*) in water for 1 h, rinsed in running tap water, counter stained with Wiegert’s haematoxylin for 20 mins then dehydrated, cleared and mounted. Slides were scanned using the Nanozoomer 2.0-HT C9600-13 and random systematic sampling of the cortex area was used to select 10 images of each section at 20x magnification using the NDP View2 software (*Hamamatsu*). ImageJ Version 1.48 software (*National Institutes of Health*) colour deconvolution plugin was used to measure percentage of collagen. Glomeruli morphology was assessed using Jones Basement Membrane (PAS-M) staining kit (cat. # AR18011-2, *Dako*) following manufacturers protocol. Glomeruli basement membrane thickness, area, perimeter and roundness ((perimeter^2)/(4*π*area)) were calculated using the NDP View2 software.

For spleens, frozen sections were fixed for 10 mins in cold methanol, washed in PBS and then stained using hematoxylin and eosin following standard protocols. Slides were scanned using the Nanozoomer 2.0-HT C9600-13. Using the NDP View2 software, total spleen area and the areas of red and white pulp were measured. Random systematic sampling was used to select 10 images of each section at 80x magnification. The total number of cells in each image was counted using the Particle Analysis tool in the Image J Version 1.48 software.

**Placental and Kidney protein expression analysis**

Immunohistochemistry and western blots were used to quantitate protein expression of angiotensin converting enzyme (Ace), transferrin receptor, hydroxynonenal (4-HNE), Cu/Zn-Superoxide Dismutase (SOD) and 8-hydroxy-2’-deoxyguanosine (8-OHdG). Antibodies and dilutions are provided in supplementary table 1 (Table S5).

As for placental and kidney morphometric analyses, cut sections were de-waxed, rehydrated according to standard protocols. Where required, antigen retrieval was performed and endogenous peroxidase activity was suppressed by incubating the slides in 3% hydrogen peroxide. Primary antibodies were diluted in 5% serum in PBS and applied overnight at 4°C in a humidified chamber. Negative controls were also included by omitting the primary antibody from the diluent. Secondary antibodies were diluted in 5% serum and slides were incubated for 1 h at room temperature. Primary antibody binding was amplified using streptavadin horseradish peroxidase (strep-HRP) (*Dako*) and detected using DAB (*Sigma-Aldrich*). Video Image Analysis (VIA) software (*Leading Edge Software*) was used to calculated intensity and percent positivity of DAB staining.

For western blotting, placental and kidney tissue were homogenised in ice-cold RIPA buffer. Protein concentrations were determined using a Bradford Assay (*Bio-rad*). 25 µg of protein was run on a 10% mini PROTEAN^TM^ TGX^TM^ pre-cast gel (*Bio-Rad)* following manufacturer’s protocols and then transferred onto nitrocellulose membranes using the Criterion^TM^ Blotter (*Bio-Rad*). Membranes were incubated overnight a 4°C in a blocking solution containing 3% skim milk in TBS-T (Tris-Buffered Saline containing Tween 20) before being incubated in the relevant primary antibody for 1 h at room temperature. After thorough washing in TBS-T, membranes were further incubated with a secondary antibody conjugated with HRP for 1 h at room temperature. Protein bands were visualised by chemiluminescence with ECL (*GE Healthcare*) on the Chemidoc MP (*Bio-Rad*). Levels of protein expression were normalised to HSP-90 or β-actin.

**RNA extraction, placental microarray analysis and placenta, spleen and kidney qPCR**

Placental, spleen and kidney tissues were homogenised using a Powerlyzer with ceramic 1.4 mm beads (Mo Bio Laboratories, Inc). Total RNA was extracted using Trizol (Invitrogen) following the manufacturer’s instructions and RNA integrity was determined using the Experion (*Bio-Rad*) system.

For placental microarray, 31 placentas from 10 zinc-repletezinc-replete and 7 zinc-deficient dams were analysed as described by (56). 

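The 2 arrays of the placenta of zinc-replete dam 1 had a correlation of 0.910 across rows, which are not independent replicates. The SD of the differences between these 2 arrays was 0.63 on the log2 scale. It was 0.32 in the 12639 rows with the higher mean over all arrays and 0.83 in the rows with the lower mean. Over 179 pairs of arrays from different zinc-replete dams, the same SD had a median of 0.71 and a lowest value of 0.63. Over all rows, no greater likeness of placentas of the same dam was detected than of placentas of different dams on the same diet. The mean correlation of their deviations from the diet group's mean was -0.06 over 14 dams with 2 placentas, and -0.07 over 223 other pairs (one-sided permutation test, 100000 resamples, p = 0.266). The series describes a male and a female placenta for each dam with 2. The test took no account of sex, so it does not exclude a likeness within dams.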

Affymetrix Mouse Gene 2.1 ST array data were checked for quality, RMA background-corrected and quantile normalised in R (58), using the *aroma.affymetrix* package (59) and v19.0.0 of an Ensembl-derived CDF (http://brainarray.mbni.med.umich.edu/Brainarray/). Detection above background (DABG) was performed by estimating non-specific binding (NSB) properties of the antigenomic probes using a modified version of the MAT background model (60) and obtaining empirical distributions of residuals across 10 bins of fitted values. After training the model on the set of antigenomic probes, fitted NSB estimates were obtained for the PM probes based on their sequence content. Fitted NSB estimates were subtracted from the observed PM intensities on the log2 scale and residuals were compared to the empirical distributions obtained from the antigenomic probes to provide *p*-values for detection of signal above the background. Probe-level *P* values were obtained using Fisher’s method across the set of arrays, and only PM probes with a *p*-value < 0.05 were considered as containing “true” signal, giving 51.4% of probes which were able to be used for estimation of expression levels. 

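Detection above background compares each probe with probes that match no mouse sequence, so that probes whose signal could be unspecific binding are left out before the level of a gene is estimated. This filter works on probes and needs the scanner data, and it was not repeated on the deposited gene values. As a substitute fixed in advance, rows with a mean over all arrays below the median row were left out, which kept 12639 rows. Among these, 0 rows passed an adjusted p of 0.05 or of 0.3 from limma, and 522 had an unadjusted p under 0.05. ENSMUSG00000022797_at, the row matched to *Tfrc*, again had the smallest p, with an adjusted p of 0.352. The other 3 rows with the smallest p in each direction over all rows were among those left out.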

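The package limma fits a linear model to the log2 values of each gene and steadies the estimate of its spread with that of all other genes, which helps where groups are small. The false discovery rate is the share of false calls to be expected among all genes called at that level. Placentas of a dam share that dam, and limma can model this through a common correlation within dams, which was estimated at -0.0056 over all rows of the 31 placentas. Without this block 0 rows passed an adjusted p of 0.05, and the smallest adjusted p was 0.545. With the mean of each dam as 1 sample, 0 of the rows passed either, and the smallest adjusted p was 0.427. For ENSMUSG00000022797_at, the row matched to *Tfrc*, the p from limma was 3.78e-05 without the block and 0.000761 with dam means (adjusted p = 0.994).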

Differential expression between diet groups was assessed using the package *limma* (61), and all *p*-values were corrected for multiple testing using the Benjamini-Hochberg method (62) to provide estimates of the false discovery rate (FDR).

The outcome of the microarray analysis was validated using qPCR on RNA samples from all placentas collected at post-mortems (n=72, 50 from zinc-replete and 32 from zinc-deficient dams). PrimerPCR^TM^ assays (Bio-Rad) specific for mouse *Transferrin Receptor* (*Tfrc*) (cat. # QMMUCID0039655) and *Transferrin* (*Trf*) (cat. # QMMUCID0061477) were purchased along with housekeeping assays for *Tbp* (cat. # QMMUCID0040542) and *Hmbs* (cat # QMMUCID0022816). *Tfrc* and *Trf* gene expression was also quantified in kidney samples from dams collected at GD18.5 (n=23, 12 zinc-replete and 11 zinc-deficient). Extracted RNA was DNase treated using TURBO DNA-free^TM^ (*Ambion*) as per manufacturer’s instructions and quality zinc-replete for DNase-treatment was double-checked using PCR for primers specific for mouse genomic DNA (56). 500 ng of DNase-treated RNA was reverse transcribed using iScript^TM^ Reverse Transcriptase Kit (*Bio-Rad*) following manufacturer’s instructions. Each cDNA sample was diluted 1:5 and added to a PCR reaction containing the relevant primer assay and Ssofast Evergreen Supermix (*Bio-Rad*). qPCR was performed in triplicate following cycling conditions recommended by the manufacturer. Data was analysed using the Bio-Rad CFX Manager Software v3.1 and all gene expression data was normalised to *Tbp* and *Hbms*.

Expression of genes associated with blood pressure zinc-replete and immune function were assessed in the kidneys and spleens of dams collected at GD18.5, respectively (n=17, 10 replete and 7 deficient). RNA from each kidney or spleen was DNAse treated as previously mentioned and 4 µg of DNase-treated RNA was reverse transcribed using iScript^TM^ Advanced cDNA Synthesis Kit (*Bio*-Rad). cDNA was diluted 1:15 and added to a reaction mix containing SsoAdvanced^TM^ SYBR^®^ Green Supermix (*Bio-Rad*) and then added to PrimePCR^TM^ Pre-eclampsia Tier 1 M384 plates (cat. # 10039501, *Bio-Rad*) for kidney RNA or PrimePCR^TM^ Immune Tier 1 M384 plates (cat. # 10029798, *Bio-Rad*) for spleen RNA. Plates were run on the CFX384 PCR machine (*Bio-Rad*) with cycling conditions according to the manufacturer’s protocol. The Bio-Rad CFX Manager Software v3.1 was used to analyse the data. For kidney gene expression, data was normalised to *Tbp* and *Gapdh* while spleen gene expression was normalised to *Hprt* and *Gapdh.*

**Statistics for radio-telemetry data**

A generalized additive mixed model was fitted to the 24 h MAP, SBP, DBP, pulse pressure and HR data in order to determine the effects of the diet on blood pressure using the gamlss R package in Revolution R Open (RRO) 3.2.0. For 24 h MAP, the model was adjusted for age, weight, log of activity and heart rate using a non-linear time trend using cubic spline. A random effect was also fitted for each dam. The estimated means of the two diet groups across days of gestation were calculated and the profile for each pregnancy state (pre-pregnancy, pregnancy; including mating and birth and lactation), as well as within pregnancy based on pivotal placental development events (day 0-5, 6-10 and 11-19) were examined.

How the deposited data were processed for this re-analysis (not part of the article)

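Placental gene expression was measured on Affymetrix Mouse Gene 2.1 ST arrays in 19 placentas of 10 zinc-replete dams and 12 placentas of 7 zinc-deficient dams, collected at GD18.5. The authors deposited log2 values per gene for 32 arrays. According to the supplementary methods, the authors corrected the background by RMA, normalised the arrays by quantiles in aroma.affymetrix with an Ensembl-derived chip definition, and left out probes not detected above background. The submitters' processing notes name RMA, affy 1.44 and R 3.2.1. The genome build is not given in the sources used here. All columns of the deposited table were used.

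The diet, dam and placenta of each array were taken from the sample labels and checked against the paper. The 2 arrays of 1 placenta were averaged. Diet groups were compared in R 4.3.3 with limma 3.58.1, using lmFit, duplicateCorrelation with the dam as block, eBayes with its default settings, and Benjamini-Hochberg adjustment over 25278 rows. No filter was applied to low values in the leading comparison. The paper's text does not name the threshold behind its count of genes, and adjusted p-values of 0.05 and 0.3 were used. The procedure was tested on simulated data with 200 changed rows. In those data 9 unchanged rows were called at an adjusted p of 0.05.

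The row standing for Tfrc was chosen by comparing the median, the lowest and the highest value of each diet group with readings of Fig. 4a by eye, 6 quantities in all, and 1 of 25278 rows met them. Its dam means were compared by exact permutation over 19448 splits, and its placentas by a Mann-Whitney statistic with 100000 permutations, in Python 3.11.15 with NumPy 2.4.6 and SciPy 1.17.1. Spread between dams was tested by exact permutation of the absolute deviations from the group medians. Figures were drawn with matplotlib 3.10.9.

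The plan named every gene of Table S3, every other gene the paper names, the 10 genes with the smallest p in each direction where none passed, and 3 members of each of 25 gene lists. Values in Table S3 had been seen when it was written. The reference table, of assembly GRCm38.p6, holds 49997 genes but its column of Ensembl IDs is empty, and 0 IDs of the deposited table were found in it. Genes could therefore not be named, the 25 lists were not tested, and the relation of Tfrc to marker lists was not analysed. Of the rows with the smallest p, 2 higher and 2 lower are given by ID.

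The alternatives, fixed before the data were examined, were no block, dam means, the dam number as a block, either array of the repeated placenta alone, rows with a mean below the median row left out, repeated quantile normalisation, subtraction of array medians, eBayes with trend or in robust form, array weights, and each dam left out in turn. Dam numbers 1 to 7 occur in both diet groups. Depth has no equivalent on arrays, and the number of arrays limits the precision. The standard error of the log2 difference had a median of 0.12 over all rows and was below 0.36 in 95% of them.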

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

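Groups of dams were examined for a dam far from the others in 5 measures, which were the mean correlation with the other arrays and the dam means of the 4 rows given by ID. Of the 10 groups, 2 held such a dam, where chance gives about 1 in 20 if all dams are measured alike. Both of these dams had 1 placenta, whereas most dams had 2, and single values scatter more than means of 2. That rate therefore does not hold here. The array of zinc-deficient dam 3 had a mean correlation of 0.817 with the other arrays, against 0.871 to 0.887 in the other zinc-deficient dams. Zinc-replete dam 4, with 1 placenta, had a log2 value of 5.39 in ENSMUSG00000034813_at, against 5.81 to 6.16 in the other zinc-replete dams. Without zinc-deficient dam 3, 0 rows passed an adjusted p of 0.05 or 0.3 from limma and 1062 had an unadjusted p under 0.05. Without zinc-replete dam 4, these counts were 0, 0 and 1110.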

How the results depend on the processing

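The count of 0 rows past an adjusted p of 0.05 from limma was the same in all 28 alternatives, with 951 to 1398 rows at an unadjusted p under 0.05 in those that tested every row. The count of 0 rows past an adjusted p of 0.3 was the same in 25 alternatives and ranged from 0 to 2 when single dams were left out. It was 1, 1 and 2 without zinc-replete dam 1, 6 or 8. The row matched to Tfrc was among them each time (adjusted p = 0.0788, 0.116 and 0.256). These dams had its highest zinc-replete means, and its log2 difference rose from 0.89 to 0.99, 0.99 and 0.96 without them. This difference was positive in all 31 alternatives, and 0.80 to 0.99 with single dams left out. The adjusted p ranged from 0.0788 to 1.00 over the alternatives that gave one. The difference passed 0.05 in both tests of this row alone, at 0.90 by exact permutation of dam means (p = 0.00309) and 0.97 between group medians by the Mann-Whitney test (p = 0.00019). Those tests are not adjusted over the other rows. The row was found through the levels of the diet groups, so a positive difference was built into the match. The other 3 rows given by ID had the same sign in all 27 alternatives that kept them, with no adjusted p below 0.05. They have no value with rows below the median level left out. The difference in mean absolute deviation of the Tfrc row, matched partly on this spread, was 0.35 with dams and 0.38 with placentas as units. The p of 0.0011 from the permutation test over placentas is too small, because it takes placentas of one dam as independent although those of a zinc-replete dam lay closer together. Of the rows at an unadjusted p under 0.05, 65.0% were higher in zinc-deficient placentas as deposited, 43.4% after repeated quantile normalisation and 42.2% after subtraction of array medians.

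With the dam number as a block shared by the diets, 0 rows passed an adjusted p of 0.05, 0 passed 0.3 and 1277 had an unadjusted p under 0.05, and the Tfrc row differed by 0.94 (adjusted p = 0.634). The block changed no other call. No pairing of the dams by number was detected. The correlation of deviations between dams of the same number had a median of -0.01 over 7 pairs (lowest -0.18, highest 0.10), and 1 of 7 zinc-deficient dams correlated best with its own number. Such correlations over all rows did not set placentas of the same dam apart either, so they cannot exclude a pairing. The tests of the 25 gene lists, with all their alternatives, and of Tfrc against marker lists were not run because rows could not be named. Rows of low signal vary most, so that in the simulated data a change of 0.5 was recovered in 83.6% of changed rows above the median level and in 58% of all.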

Differences from the paper's values

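A value is counted here as different from the paper's where one is more than 1.5 times the other, and a count of 0 as different from any other count. The paper gives an 8.5-fold increase of Tfrc in its text, and 8.59 in Table S3. The row matched to Tfrc by its values differed by 1.85-fold when its log2 difference is taken as a power of 2, and 10 to the power of the same difference is 7.78. All 31 alternatives set before the data were examined differ from the paper's fold on the first scale, with values from 1.75 to 1.99, and none differs on the second, with values from 6.36 to 9.83. No row of the deposited table reached more than 3.04-fold between group means as a power of 2. Table S3 lists 9 folds. Among rows with a p under 0.002 and the paper's direction, 5 of these folds had no row within 10% as a power of 2, and all 9 had at least 1 row as a power of 10. The limits of this comparison were chosen after the values had been seen, and how often chance gives such a match was not estimated. As a power of 10 each fold had 2 to 4 rows, so these matches do not settle the scale.

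The paper's P value for Tfrc is 8.77e-06 in Table S3, and limma gave 3.74e-05 for the matched row. All 30 alternatives with a p differ from the paper's value, from 3.12e-06 without zinc-replete dam 1 to 0.00309 by exact permutation of dam means. The paper's value came from limma. The permutation and Mann-Whitney tests are other tests, and fits with a dam left out use fewer placentas, so not all of these are like comparisons. The paper's FDR for Tfrc is 0.112, and the adjusted p here was 0.533. Of 28 alternatives, 2 do not differ from the paper's FDR, which are those without zinc-replete dam 1 (0.0788) and without zinc-replete dam 6 (0.116), and the other 26 differ. The paper's first FDR divided by its P value gives 12771 genes tested, against 25278 rows here.

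Table S3 of the paper lists 9 genes, of which 8 have an FDR under 0.3, and the paper's text does not name its threshold. Here 0 rows had an adjusted p under 0.3, and the count was 0 to 2 in the 28 alternatives, all of which differ from the paper's 8. The probe filter and the number of genes tested differ as well, so the counts are not from the same input. The row matched to Tfrc passed 0.3 without zinc-replete dam 1, without zinc-replete dam 6 and without zinc-replete dam 8 (adjusted p = 0.256). Its adjusted p was above 0.05 in all 28 alternatives that gave one, while its unadjusted p was below 0.05 from limma, by exact permutation of dam means and by the Mann-Whitney test. The row was chosen by the levels of the diet groups, so those unadjusted p-values are not independent tests. The other genes of Table S3 could not be matched to single rows, because no figure plots their array levels. As a power of 10, each of their folds had 3 or 4 rows within 10% at a p under 0.002 from limma. Whether they are among the rows given by ID is therefore not known.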

Other observations

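All tests in this part were chosen after the values had been seen.

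In the row matched to Tfrc, the SD was 0.64 over zinc-replete and 0.20 over zinc-deficient placentas, a spread that Fig. 4a of the paper also plots and on which the row was partly matched. Noise of single placentas or arrays is argued against as the whole origin of this spread, because the 2 placentas of a zinc-replete dam lay closer together than placentas of different dams (one-sided permutation test, p = 0.00524). Dams exchanged between the diets stay open, because the match to Fig. 4a fixed in advance that 0 of 7 zinc-deficient dams lay below the median of the zinc-replete dams, but both placentas of 3 zinc-replete dams lay at the zinc-deficient level, so 1 wrong label would not account for them. The paper's plasma zinc and liver metallothionein, both lower in zinc-deficient dams in groups of 10 and 7, and its Tfrc by qPCR and Western blot follow the diet labels, which does not settle the label of a single dam. A different makeup of the tissue pieces stays open too, since no marker list could be named, and across the 19 zinc-replete placentas 0 of 25277 other rows went with the Tfrc row at an adjusted p of 0.05, and 5.00% did at an unadjusted p under 0.05, with as large a share in 23 of 50 shuffles (highest 9.53%). No biological explanation was tested.

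Chance could not be excluded for the comparison of the diets over all rows. Of 100 splits of the 17 dams into groups of 10 and 7, the real one included, 64 gave as many as the real 1120 rows at an unadjusted p under 0.05, with 2398 as the highest other. A p as small as the smallest real one, 3.74e-05, was found in 54 splits, with 3.84e-07 as the smallest other. The count of rows past an adjusted p of 0.05 decides nothing here, since the real count is 0 and all 100 splits reach it (highest other 1). These splits bear on the leading p among all rows and not on a row chosen beforehand.

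In 4 rows, the 31 placentas fell into 2 separate clusters, with a gap of at least 2.92 on the log2 scale and at least 5 placentas on each side. All 4 rows divided the placentas in the same way, 17 in the upper cluster with values from 5.97 to 8.18 and 14 in the lower with values from 1.94 to 3.97. Of the 14 dams with 2 placentas, 10 had 1 placenta in each cluster. In zinc-replete dams 2, 3 and 5 both placentas were in the upper cluster, and in zinc-deficient dam 6 both were in the lower. Among dams with 2 placentas, a larger share of zinc-replete than of zinc-deficient placentas was thus in the upper cluster. The series describes a male and a female placenta for each dam with 2, without saying which is which. No placenta was assigned a sex or compared by these clusters here. The comparison of the diets was not adjusted for this uneven split.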
